# RNA-seq Analysis of Cold and Drought Responsive Transcriptomes of *Zea mays* ssp. *mexicana* L.

**DOI:** 10.3389/fpls.2017.00136

**Published:** 2017-02-07

**Authors:** Xiang Lu, Xuan Zhou, Yu Cao, Meixue Zhou, David McNeil, Shan Liang, Chengwei Yang

**Keywords:** *Zea mays* ssp. *mexicana* L., cold tolerance, drought tolerance, transcriptome, differentially expressed genes

## Abstract

The annual *Zea mays* ssp. *mexicana* L. is a member of teosinte, a wild relative of the *Zea mays* spp. *mays* L. This subspecies has strong growth and regeneration ability, high tiller numbers, high protein and lysine content as well as resistance to many fungal diseases, and it can be effectively used in maize improvement. In this study, we reported a *Zea mays* ssp. *mexicana* L. transcriptome by merging data from untreated control (CK), cold (4°C) and drought (PEG2000, 20%) treated plant samples. A total of 251,145 transcripts (N50 = 1,269 bp) and 184,280 unigenes (N50 = 923 bp) were predicted, which code for homologs of near 47% of the published maize proteome. Under cold conditions, 2,232 and 817 genes were up-regulated and down-regulated, respectively, while fewer genes were up-regulated (532) and down-regulated (82) under drought stress, indicating that *Zea mays* ssp. *mexicana* L. is more sensitive to the applied cold rather than to the applied drought stresses. Functional enrichment analyses identified many common or specific biological processes and gene sets in response to drought and cold stresses. The ABA dependent pathway, trehalose synthetic pathway and the ICE1-CBF pathway were up-regulated by both stresses. GA associated genes have been shown to differentially regulate the responses to cold in close subspecies in *Zea mays*. These findings and the identified functional genes can provide useful clues for improving abiotic stress tolerance of maize.

## Introduction

In order to survive in nature through evolution, plants developed multiple strategies to adjust to various abiotic stresses by promoting a series of physiological and metabolic processes such as stomatal closure, repression of cell growth and photosynthesis, and activation of respiration (Mishra et al., 2014). Stress induced damages are reduced or removed by improving sugar content, increasing antioxidants, taking mechanical action and inducing molecular chaperone chemicals in plants. The gene regulation networks involved are reviewed elsewhere (Zhu, 2016).

Low temperature and drought stresses are major environmental factors that impact on the geographical distribution and composition of plant species. They can also lead to a decrease in crop quality and productivity (Viswanathan and Zhu, 2002). A number of genes and alternative spliced isoforms responding to these stresses at the transcriptional level have been reported (Leyva et al., 1995; Shinozaki et al., 2003; Thatcher et al., 2016). Transcription factors make up of a large group which extensively involve in these processes (Zhu, 2016). Among them a class of DREB/CBF transcription factors which bind to the DRE/CRT element (A/GCCGAC) play roles in the regulation of the expression of target genes in response to cold and drought in *Arabidopsis* (Nakashima et al., 2009). DREB/CBF-like genes were significantly up-regulated by both stresses of cold and drought (Agarwal et al., 2006). *AaDREB1* from *Adonis amurensis*, as an example, was capable to enhance tolerance to salt, drought, and low temperature in transgenic *Arabidopsis* and rice (Zong et al., 2016). Transcription factors including NAC, bZIP, MYB, and MYC also play important roles in cold and drought stresses. Overexpression of *MlNAC5* (*Miscanthus lutarioriparius*), *SlNAC1* (*Suaeda liaotungensis* K.)*, and VaCBF4 (Vitis amurensis)* enhanced drought and cold stress tolerance of *Arabidopsis*, respectively (Li et al., 2013; Yang et al., 2015; Zong et al., 2016). MAPK related genes that are involved in signal transduction are significantly induced by both cold and drought (Pitzschke et al., 2009). A MAPK gene (GRMZM2G174170_T01) from maize, for example, was activated under cold and drought stresses and was suggested to contribute to stress tolerance in maize (Shan et al., 2013). The expression levels of most *ZmVQ* genes (41 out of 61 members) encoding VQ motif-containing proteins were changed by the drought stress, and half of *ZmVQ* genes were co-expressed with *ZmWRKY* genes in maize (Song et al., 2015).

Phytohormones such as abscisic acid (ABA), ethylene, cytokinin (CK), auxin (IAA), gibberellin (GA), and jasmonate (JA) play important roles in regulating plant growth and development and also in the responses to various biotic and abiotic stresses (Peleg and Blumwald, 2011). ABA synthesis is one of the fastest responses of plants to abiotic stress, triggering ABA-inducible gene expression and causing stomatal closure, thereby reducing water loss via transpiration and eventually restricting cellular growth. 9-cis-epoxycarotenoid dioxygenase (NCED) is a key enzyme in the ABA biosynthetic pathway in several plants which cleaves carotenoids to form the phytohormone ABA (Riahi et al., 2013). Cold or drought stress can induce ABA biosynthesis and exogenous ABA can improve cold or drought tolerance in tomato, *Arabidopsis* and tobacco (Thompson et al., 2000; Wan and Li, 2006; Zhang et al., 2008). In maize, thousands of genes are thought to be involved in abiotic stress. In particular, the gibberellin (GA) metabolic genes. Thus, understanding their expression changes could help to detect molecular mechanisms of the GA pathway under stress conditions (Colebrook et al., 2014). The response of GA metabolic genes to abiotic stress has been investigated and these genes participate in the CBF1-mediated stress-response pathway (Niu et al., 2014) and the GA20ox gene that is responsible for GA biosynthesis is down-regulated by cold treatment in *Zea maize* (Shan et al., 2013).

*Zea mays* ssp. *mexicana* L. is a member of teosintes and a close wild relative of cultivated maize (Almeida et al., 2011). Although teosintes have not yet been widely used in maize breeding, the high genetic diversity shows that *Zea mays* ssp. *mexicana* L. is a genetic reservoir for the improvement of agronomic characteristics of cultivated maize and teosintes (Wang et al., 2008). Since its introduction to China from Japan in 1979, the planting areas of teosinte have increased extensively in southern China, including Guangdong, Fujian, Guangxi, and Sichuan Provinces (Song et al., 2005). As an important forage or silage source, teosinte has a larger plant biomass, higher tiller number and better resistances to various stresses than cultivated maize (Niazi et al., 2015). Similar to maize, most lines of *Zea mays* ssp. *mexicana* L. originate from high altitude in northern and central Mexico and can adapt to acid soil with the best growing temperatures ranging from 25° to 35°C (Fukunaga et al., 2005). It is considered to be a very cold-sensitive crop, especially during the germination and early autotrophic growth stages, despite it having originated at altitudes of about 1,000–2,000 m (Hincha and Zuther, 2014).

RNA-seq (RNA sequencing) has become the most convenient and cost effective tool for understanding gene structure and quantitative transcriptome profiling. It does not depend on the existence of known genomic sequences, and shows a great ability for detecting differentially expressed genes with a broader dynamic range of expression levels (Wang et al., 2009). To discover genetic bases and molecular mechanisms in response to cold or drought in *Zea mays* ssp. *mexicana* L., the RNA-seq technique was employed in this study and the transcriptome of *Zea mays* ssp. *mexicana* L. was presented for the first time. In total, 414,232,462 high quality clean reads were obtained by RNA-seq and were used for *de novo* assembly and annotation of genes from *Zea mays* ssp. *mexicana* L. Differentially expressed genes (DEGs) under cold or drought were also identified. These data will be valuable for the exploration of genetic and molecular mechanisms in response to stresses in *Zea mays* ssp. *mexicana* L. and provide gene resources for breeding programs.

## Materials and methods

### Plant materials and growth conditions

Plump seeds of *Zea mays* ssp. *mexicana* L. variety “8493” were used in this study. Seeds were washed 3 times with distilled water, then soaked in 75% ethanol and 2% sodium hypochlorite for 10 min and 3 min, respectively, and washed 3 times with distilled water before planting in plastic boxes (54 × 28 × 7 cm) containing soil substrates (Jiffy, Netherlands, http://www.jiffygroup.com/jiffy_product_category/substrates/). The boxes were transferred into a climate control box (RXZ 500-C, JIANGNAN Instrument), allowing the seeds to germinate and grow under a photoperiod of 10-h light/14-h dark and a humidity of 60% at 25°C. Thirteen-day-old seedlings were assigned into 3 groups for different treatments. For cold treatment (cold), seedlings were treated for 12 h at 4°C under 10-h light/14-h dark while for drought treatment (drought), seedlings were treated with Hoagland solution containing PEG2000 (20%) for 3 h under the same light condition. Seedlings of the control group (CK) grew under the same photoperiod and were assigned neither of the above treatments. After treatments, fresh tissues (roots, stems and leaves) were sampled and pooled, followed by quick-freezing with liquid nitrogen and storing at −80°C for further analysis. Two replicates for each treatment were applied and plant materials from at least three seedlings were pooled for each sample.

### RNA extraction

Total RNA was extracted using TRIzol® reagent (Invitrogen, Carlsbad, USA) according to the manufacturer's instructions. RNA was treated with RNase-free DNase I (Takara, Japan) to remove any possible DNA. The integrity was checked by gel electrophoresis and the Agilent 2100 bioanalyzer (Agilent Technologies, Palo Alto, CA). Concentration of total RNA was determined using NanoDrop 8000 spectrophotometer (NanoDrop, Wilmington, DE). Total RNA with RIN values ≥7.3 and 28S:18S ratios ≥1.2 were accepted for the following RNA-seq analysis.

### RNA-seq analysis

The Illumina HiSeq2500 platform was applied for RNA-seq analysis. To obtain a comprehensive overview of the *Zea mays* spp. *mexicana* L. transcriptome and the transcript profiles under cold and drought, six libraries were constructed and paired-end sequencing was carried out according to the manufacturer's instructions (Illumina, San Diego, CA). In brief, poly(A)-tailed mRNA was enriched using biotin-Oligo (dT) magnetic beads and fragmented into short fragments of 200–700 bp, followed by converting into double-stranded cDNA. The cDNA fragments were then purified with a QiaQuick PCR extraction kit and adapters were added to both ends of the short fragments. cDNA fragment pools were loaded to Illumina HiSeq2500 platform for sequencing. The generated raw data were processed for further analysis. Library construction and RNA-seq were carried out by Novogene Bioinformatics Technology Co. Ltd, China.

### *De novo* assembly and sequence clustering

The quality of raw data was controlled by using the FastQC tool (http://www.bioinformatics.babraham.ac.uk). Reads containing substantial unknown nucleotides (the proportion of N > 5%) and low-quality reads (>50% of the bases with a quality score ≤ 5) were discarded, and the first 10 bases of processed data were removed. The generated clean data from each sample were merged to perform *de novo* assembly using Trinity with default parameters and an optimized k-mer length of 25. A set of transcripts were generated and served as a reference transcriptome. Based on the shared sequence, transcripts from a gene were clustered into a subclass and the longest transcript was regarded as the unigene. The above processes were performed by Trinity software with default parameters (http://trinityrnaseq.sf.net, updated on 2014/07/17; Haas et al., 2013). To identify possible plant transcription factors (TFs), transcriptional regulators (TRs) and protein kinases (PKs), Plant Transcription factor and Protein Kinase Identifier and Classifier (iTAK) V1.5 was employed to analyse unigenes with the best match result.

Raw Illumina sequences and assembled sequences are available in the Gene Expression Omnibus (GEO) database of the National Center for Biotechnology Information (NCBI) (accession number: GSE76939).

### Identification of differentially expressed unigenes (DEGs)

The paired-reads from each sample were mapped to an assembled reference transcriptome by Bowtie software v1.1.1 with default parameters, and the number of mapped reads were calculated by RSEM (v 2.15) (Langmead et al., 2009; Li and Dewey, 2011). FPKM values were assigned to each unigene, representing normalized expression level by eliminating the influences from library construction and the length of genes (Trapnell et al., 2010). Unigenes with FPKM ≥ 1 were used for further analysis. Fold changes for each unigene under cold or drought condition were determined by comparing the FPKM value to that in control sample, and those unigenes with more than 2-fold change and adjusted *P* < 0.005 were identified as differentially expressed genes (DEGs) by DESeq 2 (V 1.2.10) package of the R statistical program (Love et al., 2014).

### Annotation and function classification of transcripts and unigenes

Annotations were assigned to each unigene based on the top hit in BLASTX search against the protein databases, with the non-redundant (Nr) protein database at GeneBank (http://www.ncbi.nlm.nih.gov) as the highest priority, followed by Swiss-Prot (http://www.expasy.ch/sprot), KEGG (http://www.genome.jp/kegg) and eukaryotic KOG (http://www.ncbi.nlm.nih.gov/KOG) in that priority order. The significant thresholds of *E*-value were set at ≤ 10^−6^. CDS (5′–>3′) predictions of unigenes were confirmed with the priority result of BLAST searched protein.

The accession number and the GI code of the top hit at the BLASTX search against the Nr database were retrieved and ID mapping was performed to obtain GO annotations for the queried unigenes. To further annotate the unigenes, the Blast2GO (v2.5.0) program was employed to get GO annotations based on molecular function (MF), biological process (BP), and cellular component (CC) features (Conesa et al., 2005). GO enrichment analysis were carried out by AgriGO software with FDR < 0.05.

### Quantitative real-time PCR analysis

To further verify the expression profiles of genes in our Illumina RNA-seq data, total RNAs were extracted from three independent groups, which were different from those used for RNA-Seq. First-strand cDNA synthesis and qRT-PCR were carried out with the PrimeScript™ RT reagent Kit with gDNA Eraser (TaKaRa) and TransStart® Tip Green qPCR SuperMix (Transgen), respectively. qRT-PCR was carried out in the BIO-RAD CFX96 sequence detection system according to the manufacturer's instructions. A total of 12 genes were randomly selected and gene-specific primers were designed with online Primer-blast of NCBI. The unigene annotated maize actin-2 was used as the endogenous control (GeneBank accession number NP_001146931.1). Each PCR reaction (20 μL) contained 10 μL 2 × Green qPCR SuperMix, 0.2 μM of each primer and appropriately diluted cDNA. The thermal cycling conditions were 94°C for 30 s, followed by 40 cycles of 5 s at 94°C and 30 s at 60°C then 72°C for 30 s. At the second dissociation stage, 95°C for 10 s, 65°–95°C with increment of 0.5°C for 0.05 s were used. All reactions were performed in triplicate, including the non-template controls. The relative expression level was calculated with the 2^−ΔΔCT^ method (Livak and Schmittgen, 2001).

## Results

### *De novo* assembly and functional annotation of the *Zea mays* ssp. *mexicana* L. transcriptome

To comprehensively understand the transcript profiles of *Zea mays* spp. *mexicana* L. under cold and drought, a total of six samples, including two biological repeats for each condition, were collected and two replicated runs of Illumine sequencing were performed for each sample. 

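Seedlings of teosinte were sampled 13 days after germination, and roots, stems and leaves of several seedlings were pooled within each sample. The 6 libraries came from 2 samples kept at 25°C (control), 2 samples held at 4°C for 12 h (cold) and 2 samples placed for 3 h in Hoagland solution with 20% PEG2000 (drought). Polyethylene glycol lowers the water potential of the solution, so the drought treatment was an osmotic one and was also the shorter one. The authors assembled the reads of all samples with Trinity and mapped the read pairs of each sample back to the assembly with Bowtie. They estimated the reads of each unigene with RSEM. They deposited 1 FPKM value (fragments per kilobase of unigene, scaled to the mapped fragments) per unigene and library. The 2 sequencing runs that the paper reports per sample are not given apart. The table lists 184280 unigenes with 2 decimals, and a unigene is a Trinity gene, so near-identical copies and alleles of 1 locus can be listed as separate unigenes that divide their reads. It holds no read counts, so a test on counts was not possible. From there the FPKM values were transformed to log2(FPKM + 1), and the 38768 unigenes with a mean FPKM of at least 1 over the 6 libraries were fitted together with limma, with an empirical Bayes variance that follows the mean. A fold change on this scale understates the change of unigenes with low FPKM. DEGs were unigenes with an absolute log2 fold change of at least 2 and a Benjamini-Hochberg adjusted p under 0.005, the thresholds in the paper's account of its results. Over the tested unigenes, Pearson's r of log2(FPKM + 1) between replicates was 0.956 in the control, 0.950 in the cold and 0.951 in the drought. With 2 libraries per group, an exact two-sided permutation test of a single value cannot go below p = 0.333, so tests of single unigenes rest on the variance that limma shares across unigenes.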

Raw reads of 153,219,582, 156,576,828 and 150,941,988 were generated from the control, cold and drought group, respectively. After quality check, the adapters, low-quality sequences and ambiguous reads were removed. A total of 136,233,336 (control), 141,732,126 (cold), and 136,267,000 (drought) clean paired-end reads, corresponding to 17.04 Gb (control), 17.72 Gb (cold), and 17.02 Gb (drought) clean bases, respectively, were used for future assembly. 

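The relative depth of the libraries was also read from the FPKM values. Unigenes with FPKM from 0.3 to below 1 in both libraries of a pair carry few reads, and where a unigene has as many reads in both, its FPKM values stand in the inverse ratio of the depths, so the most frequent ratio gives the relative depth. By this measure control-2 had 1.14 times the depth of control-1 (over 11432 unigenes), cold-2 had 1.06 times and drought-2 0.967 times, and relative to control-2 the ratio was 0.960 for cold-1 and 0.965 for drought-1. Depth here means mapped reads, because FPKM is scaled by these. In 20 sets of 3 libraries, the ratios of 2 pairs multiplied to the ratio of the remaining pair within 1.58%. On simulated reads with known ratios from 0.85 to 1.15, the measure was off by at most 0.321% at 12000000 and 30000000 fragments. At 36000000 fragments 2 of 7 ratios came back as near 1, and at 60000000 fragments 4 did, so the measure can hide a difference in depth. The supplement lists 32200406 to 36128683 clean reads for each of 2 entries of a library. In all 6 libraries both entries have the same raw and clean read numbers, as mates of a pair would. This argues against separate runs, although the paper's text reports 2 runs per sample. The failure rate at 36000000 fragments is therefore the nearer one.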

*De novo* assembly was carried out using the Trinity software and 251,145 transcripts and 184,280 unigenes with N50 values of 1,269 and 923 bp were obtained, respectively (Table 1). Approximately 47% of assembled transcripts and 35% of unigenes had a length of more than 500 bp (Supplemental File 1).

**Table 1:** **Overview of the sequencing and assembly of *Zea mays* spp. *mexicana* L**.

**Item**	**Reads**	**Transcripts**	**Unigenes**
Total number of raw reads	460,738,398		
Total number of clean reads	414,232,462		
Total clean nucleotides (bp)	51,779,057,750		
Average Q20 (%)	93.99		
Contig N50 length (bp)		1,269	923
Maximum sequence length (bp)		17,701	17,701
Average length (bp)		776	631
Total number of transcripts/unigenes		251,145	184,280

Annotations were assigned to each transcript and unigene by BlastX search against the plant protein collections of four public databases (NR, Swiss-Prot, KEGG, and KOG). There were124,297 (49.49%) transcripts and 68,177 (36.7%) unigenes that had at least one significant match (*E* < 1e-6) in one of these databases. Among all annotated transcripts/unigenes, more than 98.5% had at least one hit in the NR database at NCBI, which allowed retrieving GO annotations by the ID mapping method. A total of 28,382 (15.40%) unigenes were assigned to at least one GO term, among which 9769, 5404, and 13,209 unigenes were included into groups of “biological process,” “cellular component,” and “molecular function,” respectively (Figure 1). Among the “biological process” group, 9.96, 7.38, and 7.04% were annotated into “fatty acid biosynthetic process,” “pinoresinol biosynthetic process” and “(1–>3)-beta-D-glucan biosynthetic process,” respectively. In the “molecular function” group the subgroups of “nucleic acid binding” (9.68%), “RNA-directed DNA polymerase activity” (8.4%) and “zinc ion binding” (7.19%) ranked the highest. Additionally, 15.30, 7.49, and 7.48% of unigenes were annotated as cellular components of “integral component of membrane,” “cytoplasm,” and “ribosome,” respectively (Supplemental File 2).

**Figure 1:**
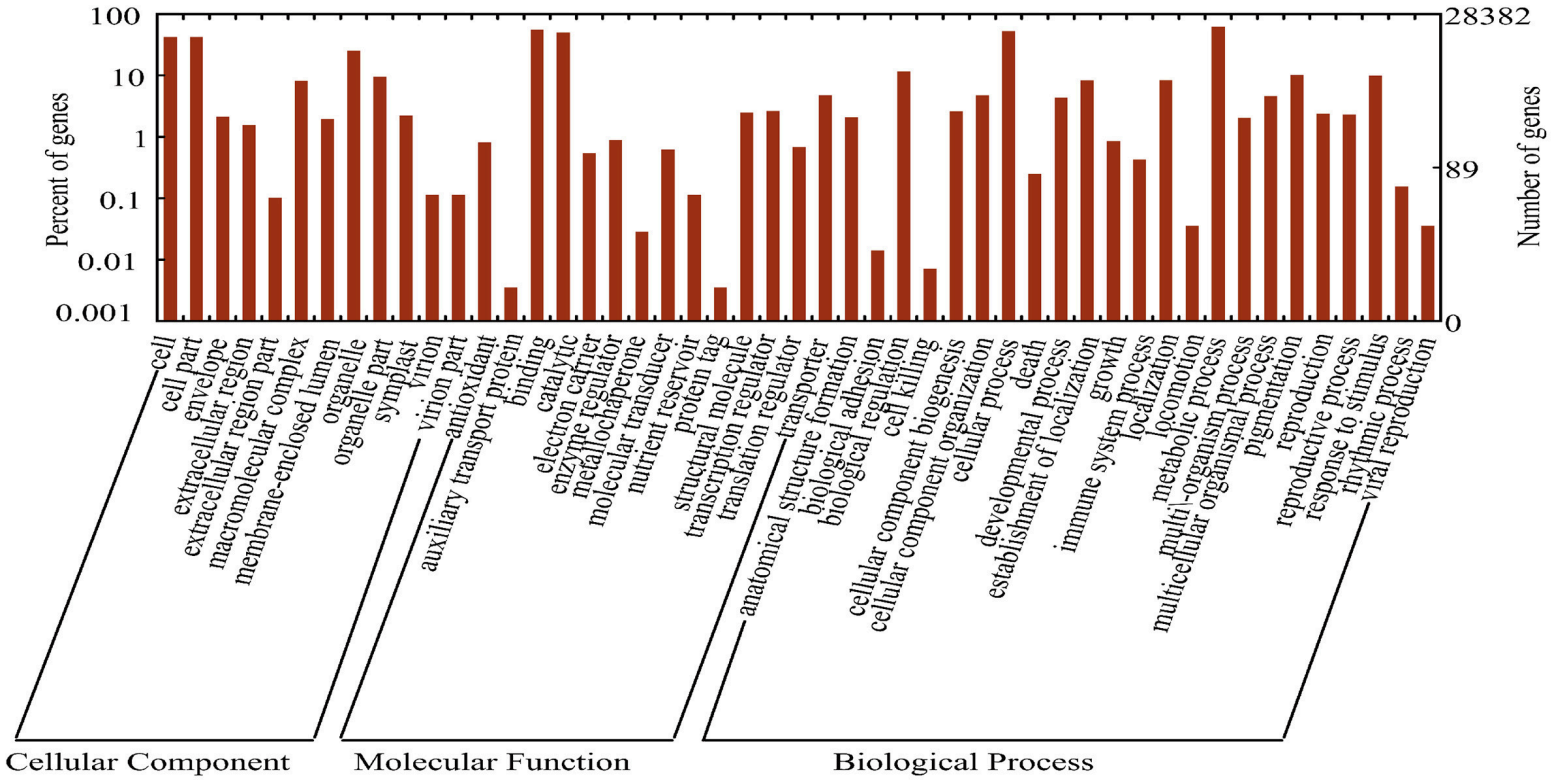
**Functional classification of assembled unigenes**. Functional classification of the assembled unigenes based on Gene Ontology (GO) categorization. GO annotations were assigned to unigenes based on the best BLAST hits, and a total of 98,947 GO terms were retrieved for 28,382 unigenes which were grouped into 49 categories. The left Y-axis represents the percentages of unigenes in each main category. The right Y-axis indicates the numbers of unigenes in each GO category.

Homologs were also identified by searching against the protein database of the most closed relative *Zea mays* L. and the model species, *Arabidopsis thaliana*. A total of 60,583 and 41,293 unigenes had at least one hit sequence from maize and *Arabidopsis thaliana*, respectively, with an *E* < 1e-6. After removing the replicate records, 27,379 and 15,643 homologs were obtained, representing 46.78 and 44.47% of the maize and *Arabidopsis* proteome, respectively (Supplemental File 3).

A total of 2,157 and 512 unigenes were identified as transcription factors (TF) or transcription regulators (TR) based on the Blast search against the Nr protein database at NCBI, covering 62 TF families and 25 TR families, respectively (Table 2). In addition, predicted protein kinases (PK) that play crucial roles during signal transduction and other biological processes were also obtained, including 1,598 unigenes covering 67 PK families (Table 3).

**Table 2:** **Transcription factor (TF) and transcription regulators (TR) gene families identified from *Zea mays* spp. *mexicana* L**.

**TF Family**	**Number**	**TF Family**	**Number**	**TR Family**	**Number**
C2H2	253	MIKC	12	SNF2	77
bZIP	141	ARF	11	GNAT	52
MYB-related	129	C2C2-YABBY	11	PHD	51
bHLH	125	CPP	11	AUX/IAA	51
zn-clus	123	NF-YB	11	TRAF	47
C3H	112	RWP-RK	11	SET	45
Orphans	109	C2C2-LSD	10	HMG	30
ERF	108	E2F-DP	10	mTERF	26
WRKY	93	PLATZ	10	Jumonji	22
NAC	92	SRS	10	SWI/SNF-BAF60b	18
GRAS	77	Alfin-like	9	IWS1	16
HB	64	BES1	9	LIM	15
C2C2-GATA	53	EIL	9	SWI/SNF-SWI3	13
FAR1	48	AP2	5	Rcd1-like	8
G2-like	44	ARR-B	5	MBF1	8
B3	40	CSD	5	ARID	6
HSF	37	DBP	4	LUG	5
MYB	34	BBR-BPC	3	TAZ	5
C2C2-Dof	33	CAMTA	3	DDT	4
LOB	31	GRF	3	SOH1	3
OFP	29	NF-X1	3	Coactivator p15	3
M-type	28	VOZ	3	MED6	2
SBP	26	C2C2-CO-like	2	MED7	2
TCP	24	LFY	2	RB	2
Trihelix	24	Whirly	2	Pseudo ARR-B	1
TUB	23	DBB	1		
NF-YA	18	HRT	1		
Tify	18	RAV	1		
NF-YC	15	S1Fa-like	1		
zf-HD	14	STAT	1		
GeBP	12	ULT	1		

**Table 3:** **Protein kinase (PK) gene families identified from the *Zea mays* ssp. *mexicana* L**.

**PK Family**	**Number**	**PK Family**	**Number**
SNF1 Related Protein Kinase (SnRK)	132	Leucine Rich Repeat Receptor VIII	11
IRE/NPH/PI dependent/S6 Kinase	104	Leucine Rich Repeat Kinase VII	11
Leucine Rich Repeat Kinase XI & XII	101	Putative protein kinase/Putative receptor-like protein kinase	10
Domain of Unknown Function 26 (DUF26) Kinase	95	APG1 Like Kinase	8
S Domain Kinase (Type 2)	77	Other Kinase	8
Legume Lectin Domain Kinase	76	Receptor Like Cytoplasmic Kinase IV	8
Receptor Like Cytoplasmic Kinase VII	72	Phosphoenolpyruvate Carboxylase Kinase	7
CDC2 Like Kinase Family	71	Putative receptor like protein kinase	7
Unknown Function Kinase	71	Leucine Rich Repeat Kinase X	7
Calcium Dependent Protein Kinase	63	LRK10 Like Kinase (Type 1)	7
MAPK Family	53	Leucine Rich Repeat Kinase IV	7
GmPK6/AtMRK1 Family	36	Receptor Like Cytoplasmic Kinase II	7
Wall Associated Kinase-like Kinase	36	Leucine Rich Repeat Receptor Kinase I & Unknown Receptor Kinase I	6
Casein Kinase I Family	33	Receptor Like Cytoplasmic Kinase I	6
MAP3K	33	Leucine Rich Repeat Kinase I	6
Leucine Rich Repeat Kinase III	31	WNK like kinase - with no lysine kinase	5
MAP2K	29	Possible MAP2K	4
Leucine Rich Repeat Kinase II & X	28	ATN1 Like Family	4
STE20-PAK Like Protein Kinase	26	Ankyrin Repeat Domain Kinase	4
CRPK1 Like Kinase (Types 1 and 2)	25	Leucine Rich Repeat Kinase IX	4
GSK3/Shaggy Like Protein Kinase Family	24	Tousled like kinase	3
Receptor Like Cytoplasmic Kinase VIII	23	RKF3 Like Kinase	3
Receptor Like Cytoplasmic Kinase IX	20	Wall Associated Kinase	3
Plant External Response Like Kinase	20	Leucine Rich Repeat Kinase VI	3
LAMMER Kinase Family	19	Putative protein kinase/Ser_thr kinase like protein/Putative receptor-like protein kinase	3
S Domain Kinase (Type 1)	17	Light Sensor Kinase	2
Receptor Like Cytoplasmic Kinase VI	17	Calcium/Calmodulin Dependent Protein Kinase (CCamK)	2
Receptor Like Cytoplasmic Kinase V	16	Receptor like protein kinase/Receptor lectin kinase like protein	1
Other Protein Kinase	16	Putative LRR receptor-like protein kinase/Receptor protein kinase like protein	1
Crinkly 4 Like Kinase	16	ELM1/PAK1/TOS3 Like Kinase	1
CTR1/EDR1 Kinase	15	C-terminal Ankyrin Repeat Domain Kinase	1
Receptor-like protein kinase	15	Male grem cell-associated kinase (mak)	1
Leucine-rich transmembrane protein kinase/Strubbelig Receptor Family 1	14	C-terminal Ankyrin Repeat Domain Kinase	1
Casein Kinase II Family	12		

### Expression quantification of unigenes and identification of differentially expressed genes (DEGs)

The expression levels of unigenes were evaluated using FPKM values. A total of 43,432 (23.57%), 42,849 (23.25%), 55,928 (30.35%), 48,945 (26.56%), 47,327 (25.68%), and 43,879 (23.81%) unigenes had FPKM ≥ 1 from the sample of control-1, control-2, cold-1, cold-2, drought-1, and drought-2, respectively. However, the percent of unigenes with FPKM ≥ 100 from each sample was less than 1%, ranging from 0.78 to 0.84% (Supplemental File 1). 

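The same numbers were counted in the deposited FPKM values. As group means, 43140.5 ± 412 unigenes (SD, n = 2 libraries) reached an FPKM of 1 in the control, 52436.5 ± 4938 in the cold and 45603 ± 2438 in the drought. Both cold libraries lay above all control libraries, although the cold replicates differed by more unigenes from each other than the control replicates did. In cold-1, 15472 of the unigenes reached this FPKM in no other library, against 9779 in cold-2, 4800 in control-1, 4236 in control-2, 8430 in drought-1 and 4838 in drought-2. When both replicates had to pass, 33666 unigenes were counted in the control, 35108 in the cold and 33780 in the drought. The threshold moved these counts most: at an FPKM of 0.5 cold-1 had 85057 unigenes and control-1 60430, while at an FPKM of 2 they had 32914 and 29822.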

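By library, the unigenes with FPKM of at least 100 numbered 1436 in control-1, 1429 in control-2, 1515 in cold-1, 1477 in cold-2, 1524 in drought-1 and 1555 in drought-2. Between FPKM 10 and 100 there were 12540 unigenes in cold-1 and 13332 in control-1, and between 1 and 10 there were 41873 and 28664.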

Compared with the control, the cold treatment at 4°C resulted in a larger number of genes with high FPKM values than did the drought treatment with PEG, indicating that the responses induced by cold was more dramatic than that by drought stress in *Zea mays* spp. *mexicana* L. at least with the relative levels of stress used in this trial.

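At the higher threshold of FPKM 100 the group means were 1432.5 ± 4.95 unigenes in the control, 1496 ± 26.9 in the cold and 1539.5 ± 21.9 in the drought (SD, n = 2 libraries each). Both stressed groups thus exceeded the control by more than the replicates differed, and the drought mean was the highest of the 3. After the libraries were rescaled by the median of ratios, the order changed to 1322 ± 15.6 in the control, 1715.5 ± 9.19 in the cold and 1400.5 ± 34.6 in the drought. The excess of the cold libraries at FPKM of at least 1 held after that rescaling, with 56076 ± 5542 unigenes in the cold against 41687 ± 739.6 in the control. From the numbers of unigenes with high FPKM the paper concludes that cold induced the more dramatic response at the levels of stress used.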

To investigate differential responses of *Zea mays* spp. *mexicana* L. to cold or drought stress, data from replicated treatment groups were merged to perform pair-wise comparisons, and unigenes that matched the criteria of |log_2_Change|> = 2 and adjusted *p* < 0.005 were identified as differentially expressed genes (DEGs). 

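With limma on log2(FPKM + 1), 2051 unigenes were DEGs in at least 1 of the 3 pair-wise comparisons, 1270 of them in cold against control and 304 in drought against control. Without the threshold on the fold change, 14413 of the 38768 tested unigenes differed between cold and control at an adjusted p under 0.05 and 3302 between drought and control. When all 176534 unigenes above 0 in any library were tested, no unigene was a DEG of cold or of drought against control, although 1265 rose and 627 fell past the fold threshold in the cold at an unadjusted p under 0.05, and 583 rose and 127 fell in the drought. A separate fit of the 4 libraries of each comparison gave no DEGs against the control either, with 1264 and 638 in the cold and 585 and 125 in the drought by the unadjusted p. At an adjusted p under 0.05 and any fold change, 8385 unigenes differed in the cold and 542 in the drought without a filter. With the separate fit these numbers were 12807 and 2010. The absence of DEGs in both fits thus belongs to the threshold of 0.005. The median log2 fold change of all tested unigenes was -0.18 in the cold and 0.01 in the drought, so cold changes relative to the typical unigene are higher than the fitted ones by the size of that shift.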

Totally, 5,338 DEGs were obtained, with 3,049 and 614 genes differentially responding to cold and drought stresses, respectively. 

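Of the unigenes that passed both thresholds in cold against control, 838 were higher and 432 lower in the cold, and 66.0% were thus up-regulated. Median-of-ratios scaling changed this split to 1075 higher and 299 lower (78.2% higher). Among DEGs in which both cold libraries lay above or below both control libraries, the largest increases were in c58073_g5 and c59456_g1 and the largest decreases in c48582_g1 and c55237_g3. The unigene c58073_g5 went from an FPKM of 0.435 ± 0.332 to 172 ± 5.10 (SD, n = 2 libraries), a log2 fold change of 6.93 (standard error 0.21, adjusted p = 0.000339). In c59456_g1, which the supplement annotates as a putative MYB protein, the control libraries had an FPKM of 0 and 2.25 and the cold libraries a mean of 158 ± 42.1. Its log2 fold change was 6.44 (standard error 0.54, adjusted p = 0.00129). The FPKM of c48582_g1 dropped from 171 ± 13.8 to 0.16 and 1.87 in the 2 cold libraries, with a log2 fold change of -6.56 and an adjusted p of 0.000643. In c55237_g3, with 45.7 and 116 in the control libraries and 1.42 and 0 in the cold libraries, the log2 fold change was -5.57 (adjusted p = 0.00221). A pseudocount of 0.1 and the filter of FPKM of at least 1 in 2 or more libraries each took c59456_g1 and c55237_g3 out of the DEGs, a replicate block and a fit without a mean-variance trend took out c55237_g3, and testing without a filter or with a separate fit took out all 4.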

Among those cold-responsive DEGs, 2,232 were up-regulated and 817 were down-regulated (Figure 2C, Supplemental File 4). Notably, annotations for 41.1% of the up-regulated and 25.7% of the down-regulated DEGs were not retrieved from the public maize database (Supplemental File 4), suggesting some special regulation paths in *Zea mays* spp. *mexicana* L. For those DEGs which responded to drought, however, the number of DEGs was less, with only 532 and 82 genes being activated and inhibited by drought, respectively, of which 14.47 (77) and 4.2% (17) were unannotated (Supplemental File 4). 

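The part of the supplementary table of cold DEGs used here holds 1366 unigenes, all up-regulated, of the paper's 2232. Of these, 511 (37.4%) carry no maize annotation. The unigenes without annotation had a median FPKM of 0.51 and 0.54 in the control libraries, 7.93 and 7.45 in the cold libraries and 0.88 and 0.83 in the drought libraries. Those with annotation had higher medians, 2.87 and 2.81 in the control and 21.4 and 20.8 in the cold. For drought against control, the test on log2(FPKM + 1) gave 281 unigenes higher and 23 lower. The largest increases were in c43682_g1, annotated to maize dehydrin DHN1, from an FPKM of 14.5 ± 4.38 to 2361 ± 321 (SD, n = 2 libraries), a log2 fold change of 7.27 (standard error 0.29, adjusted p = 0.000415), and in c41217_g1, from 1.67 ± 1.34 to 329.7 ± 45.6, a log2 fold change of 7.05 (standard error 0.36, adjusted p = 0.000744). The unigene c54711_g2 decreased from 10.1 ± 2.43 to 0.09 and 0 in the 2 drought libraries (log2 fold change -3.39, adjusted p = 0.00244).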

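Over the 2051 unigenes that were DEGs in any comparison, the median log10(FPKM + 1) was 0.796 and 0.802 in the control libraries, 0.990 and 0.985 in the cold libraries and 1.04 and 1.04 in the drought libraries. The upper quartiles were 1.24 in control-1, 1.44 in cold-1 and 1.57 in drought-1. Both stressed groups lay above the control by more than the gap between replicates. These unigenes were selected as DEGs on the same libraries, and most DEGs against the control were higher ones. A higher median is thus in part built in by the selection. Over the 1484 DEGs against the control alone, the medians were 1.06 and 1.04 in the cold and 1.03 and 1.06 in the drought, and these 2 groups then overlapped.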

The expression level of the whole set of DEGs in all six samples were also evaluated by plotting the Log_10_-transformed FPKM values in descending order (Figure 2A), and the distributions of DEGs' expression suggested activation was present in both cold- and drought-treated samples, with more dramatic transcriptional changes in the cold-treated samples. Taken together, these results indicated that *Zea mays* spp. *mexicana* L. had distinct gene networks in response to cold and drought.

**Figure 2:**
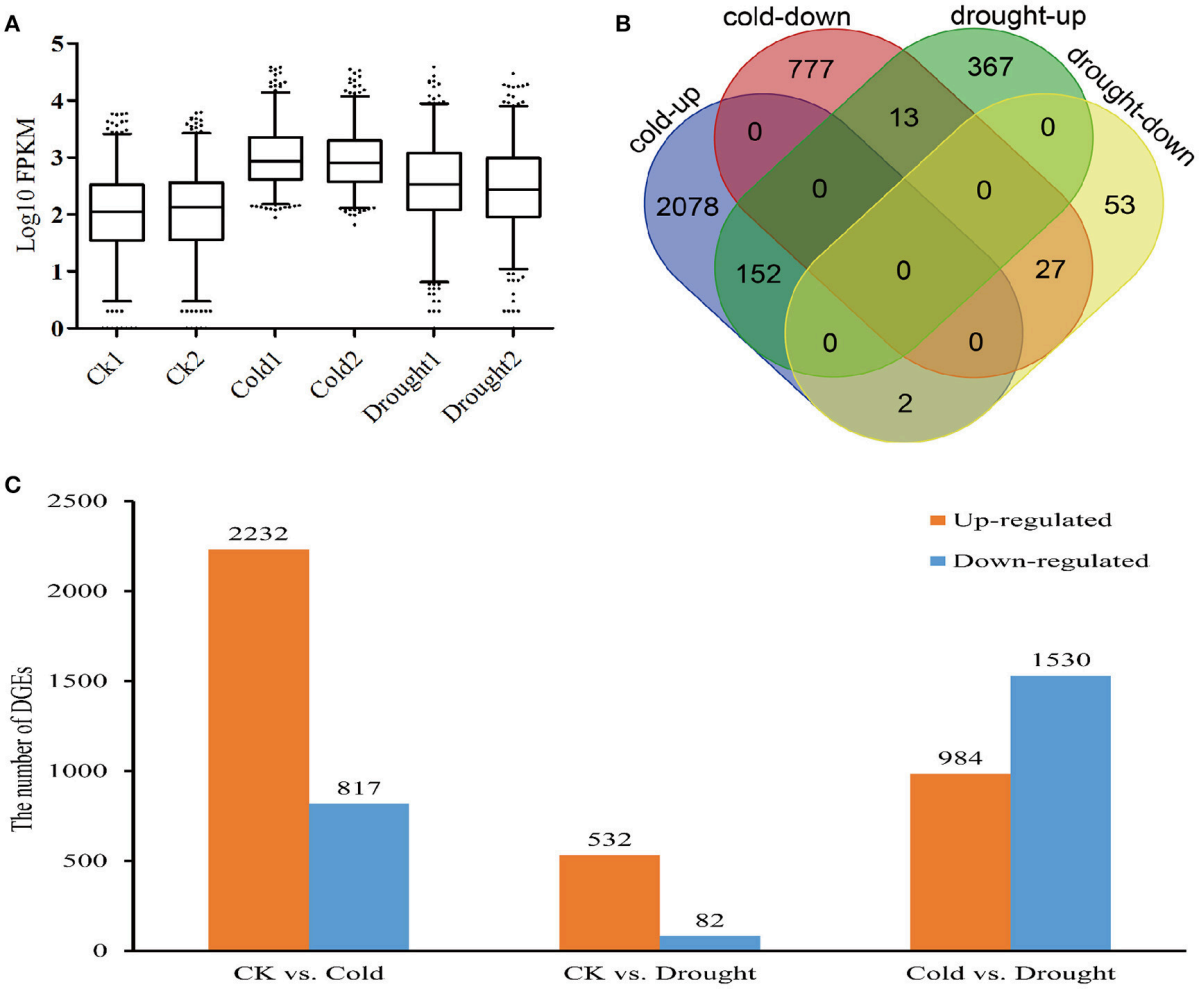
**Gene expressions of differentially expressed genes (DEGs). (A)** Distribution of Log_10_(read number) of DEGs in all tested samples. **(B)** Venn diagram for DEGs in response to cold and drought stress in *Zea mays* ssp. *mexicana* L. **(C)** The numbers of up- and down-regulated unigenes under cold and drought conditions.

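Among the DEGs against the control, 90 unigenes passed both thresholds in both treatments, 1180 in the cold only and 214 in the drought only. Of the shared unigenes, 65 were higher and 9 lower in both treatments. In 100 simulated draws of unchanged cold and drought groups against the same control libraries, where no unigene was called, the median number past the fold threshold alone in both was 8 (from 2 to 14), against 208 in the data. In 6 of the shared DEGs both libraries of a group were listed at 0. Of the cold-only DEGs, 703 also differed past both thresholds in drought against cold, on the side of a stronger response to cold, and 54 did not differ at an adjusted p under 0.05. For the drought-only DEGs the numbers were 136 and 10.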

Venn analysis indicated that 194 unigenes were regulated by both factors and 2,855 and 420 were specifically induced by either cold or drought (Figure 2B, Supplemental File 4).Of the 194 shared DEGs, 179 genes had similar response patterns to both cold and drought, including 152 up-regulated genes and 27 down-regulated genes. Two unigenes (c52482_g3 and c52482_g6) similar to protein phosphatase 2C3 and an unannotated unigene (c50928_g2) gave the greatest up-regulation, while the c29390_g1 (thioredoxin H4), c63024_g4 (hypothetical protein ZEAMMB73_373831) and an unannotated unigene (c55190_g2) comprised were the three most down-regulated. 

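The FPKM of c52482_g3 was 2.99 and 3.22 in the control libraries, 97.2 ± 4.12 in the cold and 118 ± 18.1 in the drought (SD, n = 2 libraries). Its log2 fold change was 4.58 in the cold (standard error 0.14, adjusted p = 0.000339) and 4.86 in the drought (adjusted p = 0.000315). The unigene c52482_g6 belongs to the same assembly component, so reads of the 2 can be divided between them, and it rose from 5.07 ± 0.891 to 132 ± 9.35 in the cold, a log2 fold change of 4.46 (adjusted p = 0.000341), and to 198 ± 40.9 in the drought, one of 5.03 (adjusted p = 0.000328). Among the shared up-regulated DEGs with no group at 0, they ranked highest by the mean of both log2 fold changes. In c50928_g2 the control libraries were near 0 (0.04 and 0.09) and the cold and drought means were 4.59 ± 2.45 and 9.68 ± 3.06; the log2 fold changes of 2.32 (adjusted p = 0.00707) and 3.30 (adjusted p = 0.00724) missed the threshold on p, and with a pseudocount of 0.1 both passed. The thioredoxin H4 unigene c29390_g1 had an FPKM of 34.6 and 29.8 in the control libraries and was listed at 0 in all 4 stressed libraries, as was c63024_g4, with 8.38 and 6.42 in the control. In c55190_g2 the control values of 29.5 and 9.50 lay far apart, the cold libraries had 0.14 and 0 and both drought libraries were listed at 0. Its adjusted p of 0.00892 in the drought missed the threshold, so it was not a shared DEG here. In the cold it was called (adjusted p = 0.00341), and a replicate block and a fit without a mean-variance trend, among other settings, took it out.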

Fifteen genes showed the opposite response patterns under cold and drought stresses with 13 genes being down-regulated by cold but up-regulated by drought.

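In opposite directions, 16 DEGs were shared by the treatments, 15 of them lower in the cold and higher in the drought. The exception was c62460_g1, singled out after its values were seen, with an FPKM of 20.36 and 13.55 in the control, 181.21 and 249.88 in the cold and 1.62 and 1.95 in the drought. Median-of-ratios scaling left 10 unigenes with opposite directions and the threshold of 1 on the absolute log2 fold change gave 30, while the filter of FPKM of at least 1 in 2 or more libraries left 5 and the fit without a mean-variance trend 7. In the last pair of settings, with a replicate block, without a filter and with the separate fit, c62460_g1 was not among the shared DEGs.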

### GO enrichment of DEGs

GO enrichment analysis was performed to investigate over-represented biological processes or molecular functions involved in responses to cold or drought stress. A total of 45 and 89 GO terms were identified based on FDR < 0.05 as over-representations under cold and drought, respectively (Tables 4, 5 and Supplemental File 7).

**Table 4:** **Enriched GO terms corresponding to biological processes and molecular functions under cold stress**.

**GO term ID**	**Term type**	**Term description**	**FDR**
GO:0009408	P	Response to heat	7.40E-10
GO:0009628	P	Response to abiotic stimulus	9.20E-08
GO:0009644	P	Response to high light intensity	9.20E-08
GO:0009266	P	Response to temperature stimulus	3.80E-07
GO:0006355	P	Regulation of transcription, DNA-dependent	3.80E-07
GO:0045449	P	Regulation of transcription	3.80E-07
GO:0051252	P	Regulation of RNA metabolic process	3.90E-07
GO:0031326	P	Regulation of cellular biosynthetic process	9.40E-07
GO:0019219	P	Regulation of nucleobase, nucleoside, nucleotide and nucleic acid metabolic process	9.40E-07
GO:0009889	P	Regulation of biosynthetic process	9.40E-07
GO:0010556	P	Regulation of macromolecule biosynthetic process	9.40E-07
GO:0051171	P	Regulation of nitrogen compound metabolic process	1.20E-06
GO:0009642	P	Response to light intensity	2.30E-06
GO:0030528	F	Transcription regulator activity	2.90E-06
GO:0080090	P	Regulation of primary metabolic process	3.30E-06
GO:0010468	P	Regulation of gene expression	5.60E-06
GO:0031323	P	Regulation of cellular metabolic process	5.60E-06
GO:0006351	P	Transcription, DNA-dependent	6.10E-06
GO:0006350	P	Transcription	6.10E-06
GO:0003700	F	Transcription factor activity	6.50E-06
GO:0032774	P	RNA biosynthetic process	7.40E-06
GO:0060255	P	Regulation of macromolecule metabolic process	1.60E-05
GO:0042542	P	Response to hydrogen peroxide	5.90E-05
GO:0019222	P	Regulation of metabolic process	6.70E-05
GO:0006950	P	Response to stress	7.50E-05
GO:0033926	F	Glycopeptide alpha-N-acetylgalactosaminidase activity	0.00038
GO:0003677	F	DNA binding	0.00046
GO:0000302	P	Response to reactive oxygen species	0.00052
GO:0050794	P	Regulation of cellular process	0.0013
GO:0042221	P	Response to chemical stimulus	0.0019
GO:0016706	F	Oxidoreductase activity, acting on paired donors, with incorporation or reduction of molecular oxygen, 2-oxoglutarate as one donor, and incorporation of one atom each of oxygen into both donors	0.0035
GO:0050789	P	Regulation of biological process	0.0038
GO:0050896	P	Response to stimulus	0.0039
GO:0006560	P	Proline metabolic process	0.005
GO:0065007	P	Biological regulation	0.005
GO:0009416	P	Response to light stimulus	0.0051
GO:0055114	P	Oxidation reduction	0.0053
GO:0009314	P	Response to radiation	0.0085
GO:0006970	P	Response to osmotic stress	0.013
GO:0009415	P	Response to water	0.019
GO:0005509	F	Calcium ion binding	0.023
GO:0016070	P	RNA metabolic process	0.024
GO:0009753	P	Response to jasmonic acid stimulus	0.027
GO:0009414	P	Response to water deprivation	0.032
GO:0042401	P	Cellular biogenic amine biosynthetic process	0.045

P-biological process; F-molecular function

**Table 5:** **Enriched GO terms corresponding to biological processes and molecular functions under drought stress**.

**GO term ID**	**Term type**	**Term description**	**FDR**
GO:0009415	P	Response to water	4.4E-12
GO:0004722	F	Protein serine/threonine phosphatase activity	3.9E-11
GO:0009408	P	Response to heat	4.1E-11
GO:0009414	P	Response to water deprivation	8.6E-11
GO:0006470	P	Protein amino acid dephosphorylation	2E-10
GO:0009628	P	Response to abiotic stimulus	7.3E-10
GO:0009644	P	Response to high light intensity	7.1E-09
GO:0004721	F	Phosphoprotein phosphatase activity	9.3E-09
GO:0003700	F	Transcription factor activity	9.3E-09
GO:0009266	P	Response to temperature stimulus	2.6E-08
GO:0042221	P	Response to chemical stimulus	2.9E-08
GO:0042578	F	Phosphoric ester hydrolase activity	5.6E-08
GO:0030528	F	Transcription regulator activity	5.6E-08
GO:0016791	F	Phosphatase activity	6E-08
GO:0009738	P	Abscisic acid mediated signaling pathway	6.3E-08
GO:0071215	P	Cellular response to abscisic acid stimulus	4.6E-07
GO:0006950	P	Response to stress	1.7E-06
GO:0009642	P	Response to light intensity	2.7E-06
GO:0016311	P	Dephosphorylation	2.7E-06
GO:0009737	P	Response to abscisic acid stimulus	6.5E-06
GO:0042542	P	Response to hydrogen peroxide	0.000021
GO:0050896	P	Response to stimulus	0.000034
GO:0006350	P	Transcription	0.000037
GO:0006351	P	Transcription, DNA-dependent	0.000037
GO:0032774	P	RNA biosynthetic process	0.00004
GO:0016161	F	Beta-amylase activity	0.000052
GO:0006355	P	Regulation of transcription, DNA-dependent	0.000064
GO:0045449	P	Regulation of transcription	0.000064
GO:0051252	P	Regulation of RNA metabolic process	0.000067
GO:0031323	P	Regulation of cellular metabolic process	0.000084
GO:0010556	P	Regulation of macromolecule biosynthetic process	0.000094
GO:0050794	P	Regulation of cellular process	0.000094
GO:0019219	P	Regulation of nucleobase, nucleoside, nucleotide and nucleic acid metabolic process	0.000099
GO:0016160	F	Amylase activity	0.00011
GO:0051171	P	Regulation of nitrogen compound metabolic process	0.00012
GO:0031326	P	Regulation of cellular biosynthetic process	0.00014
GO:0009889	P	Regulation of biosynthetic process	0.00014
GO:0009788	P	Negative regulation of abscisic acid mediated signaling pathway	0.0002
GO:0000302	P	Response to reactive oxygen species	0.00021
GO:0080090	P	Regulation of primary metabolic process	0.00025
GO:0009968	P	Negative regulation of signal transduction	0.00025
GO:0023057	P	Negative regulation of signaling process	0.00025
GO:0010648	P	Negative regulation of cell communication	0.00025
GO:0010468	P	Regulation of gene expression	0.00025
GO:0009416	P	Response to light stimulus	0.00026
GO:0048585	P	Negative regulation of response to stimulus	0.00029
GO:0019222	P	Regulation of metabolic process	0.00029
GO:0016052	P	Carbohydrate catabolic process	0.00035
GO:0009314	P	Response to radiation	0.00036
GO:0006979	P	Response to oxidative stress	0.00037
GO:0060255	P	Regulation of macromolecule metabolic process	0.00038
GO:0009311	P	Oligosaccharide metabolic process	0.00042
GO:0050789	P	Regulation of biological process	0.00045
GO:0043687	P	Post-translational protein modification	0.001
GO:0010029	P	Regulation of seed germination	0.0011
GO:0009787	P	Regulation of abscisic acid mediated signaling pathway	0.0011
GO:0065007	P	Biological regulation	0.0012
GO:0009719	P	Response to endogenous stimulus	0.0012
GO:0006796	P	Phosphate metabolic process	0.0012
GO:0006793	P	Phosphorus metabolic process	0.0012
GO:0009725	P	Response to hormone stimulus	0.0015
GO:0003677	F	DNA binding	0.0017
GO:0000272	P	Polysaccharide catabolic process	0.002
GO:0032870	P	Cellular response to hormone stimulus	0.0024
GO:0005509	F	Calcium ion binding	0.0032
GO:0009755	P	Hormone-mediated signaling pathway	0.0033
GO:0048522	P	Positive regulation of cellular process	0.0038
GO:0006464	P	Protein modification process	0.0039
GO:0016788	F	Hydrolase activity, acting on ester bonds	0.0041
GO:0071495	P	Cellular response to endogenous stimulus	0.0042
GO:0010033	P	Response to organic substance	0.0076
GO:0050793	P	Regulation of developmental process	0.0096
GO:0016070	P	RNA metabolic process	0.0098
GO:0043412	P	Macromolecule modification	0.013
GO:0051239	P	Regulation of multicellular organismal process	0.014
GO:0009845	P	Seed germination	0.02
GO:0005975	P	Carbohydrate metabolic process	0.021
GO:0004553	F	Hydrolase activity, hydrolyzing O-glycosyl compounds	0.021
GO:0016567	P	Protein ubiquitination	0.022
GO:0000151	C	Ubiquitin ligase complex	0.025
GO:0006970	P	Response to osmotic stress	0.026
GO:0071310	P	Cellular response to organic substance	0.027
GO:0032446	P	Protein modification by small protein conjugation	0.028
GO:0048518	P	Positive regulation of biological process	0.028
GO:0004842	F	Ubiquitin-protein ligase activity	0.032
GO:0006629	P	Lipid metabolic process	0.033
GO:0019787	F	Small conjugating protein ligase activity	0.037
GO:0070887	P	Cellular response to chemical stimulus	0.038
GO:0016798	F	Hydrolase activity, acting on glycosyl bonds	0.043

P-biological process; F-molecular function

Apparently, terms related to the response to abiotic stimuli, especially those to temperature and light, were significantly enriched in cold-treated *Zea mays* spp. *mexicana* L. seedlings. 

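The supplement lists 27 cold DEGs under the term response to heat, and 20 of them were lower and 7 higher in the cold libraries than in the control. In the drought libraries 22 of the 27 were higher than the control. Together, the 27 unigenes summed to an FPKM of 1609 and 1970.5 in the control libraries, 697 and 753 in the cold libraries and 3144 and 3411 in the drought libraries. Of the 7 heat shock factor and heat shock protein unigenes that the paper names here, hsf1 (c59237_g1) had an FPKM of 4.28 ± 0.693 in the control and 0.275 ± 0.0212 in the cold (SD, n = 2 libraries), a log2 fold change of -2.04 (standard error 0.18, adjusted p = 0.00141). The largest fall among these 7 was in hsp3 (c60986_g3), from 16.7 ± 2.07 to 0.380 ± 0.0141, with a log2 fold change of -3.68 (adjusted p = 0.000341). The log2 fold change was -2.99 (adjusted p = 0.000787) in hsf4 (c46749_g1), -2.58 (adjusted p = 0.00100) in hsf26 (c46143_g1) and -2.21 (adjusted p = 0.00132) in hsp81 (c56395_g1). In hsp101 (c58173_g1) the FPKM fell from 40.2 ± 7.65 to 9.18 ± 0.262, which just reached the fold threshold (adjusted p = 0.000941). The change of -1.85 in hsf7 (c54684_g2, adjusted p = 0.00444) did not reach the fold threshold, and with a pseudocount of 0.1 it did. Under median-of-ratios scaling all 7 stayed lower in the cold and 3 passed both thresholds, with hsf1, hsp81 and hsp101 falling below the fold threshold. In drought against cold all 7 were DEGs, with log2 fold changes from 2.59 to 5.30.

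**Figure D1:**
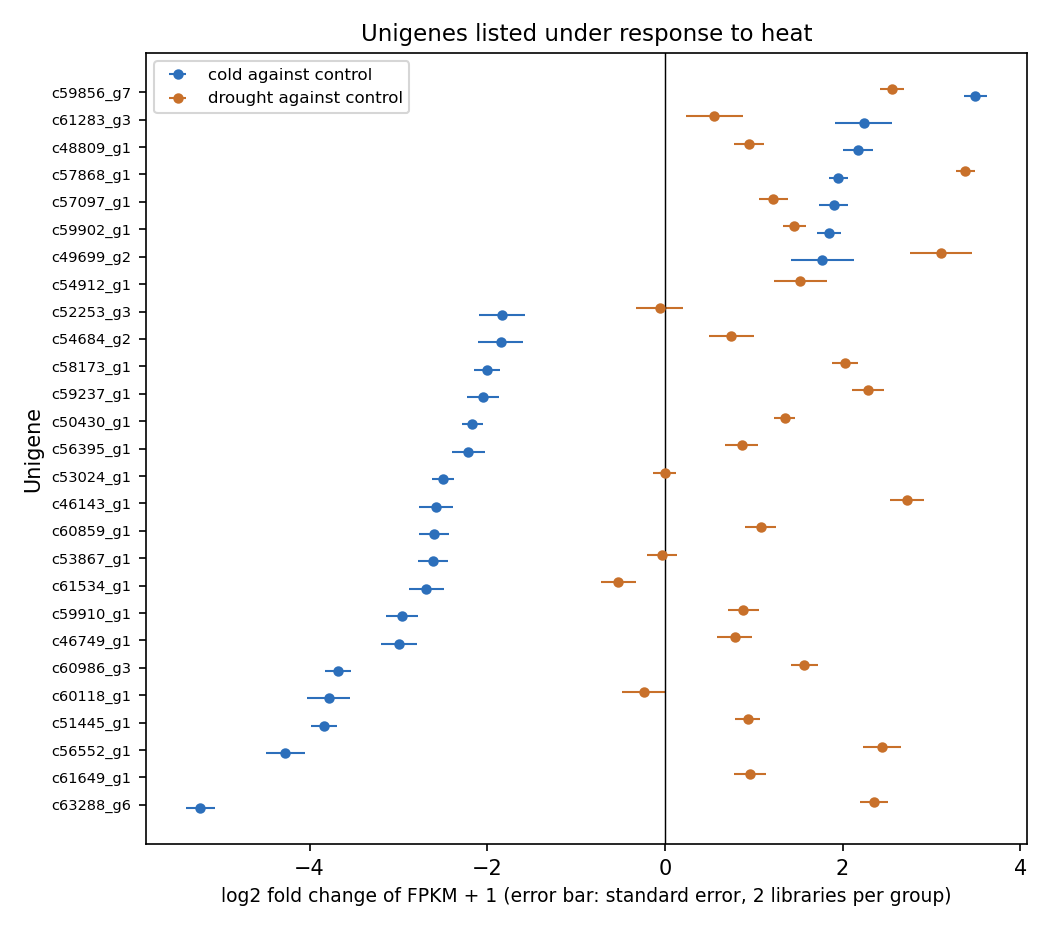
Log2 fold changes of FPKM + 1 against the control (x axis) of the 27 unigenes listed under response to heat (y axis), in the cold (blue) and in the drought (orange); bars are standard errors with 2 libraries per group. The cold points of c61649_g1 and c54912_g1, listed at 0 in both cold libraries, are not drawn. Of the 27 unigenes, 15 were lower in the cold and higher in the drought.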

Genes for heat shock factor proteins (HSF) such as hsf1 (c59237_g1), hsp3 (c60986_g3), hsf4 (c46749_g1), hsf7 (c54684_g2), hsf26 (c46143_g1), hsp81 (c56395_g1), and hsp101 (c58173_g1) were down-regulated under cold stress. With respect to light responsive genes those for phosphatase 2C50 (c57868_g1) and chloroplastic-like stress response protein (c62415_g1) were up-regulated under cold stress. Additionally, terms related to the regulation of gene expression, mostly at the level of transcription, were over-represented. 

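For phosphatase 2C50 (c57868_g1) the FPKM rose from 19.2 ± 1.54 in the control to 76.8 ± 4.01 in the cold (SD, n = 2 libraries), a log2 fold change of 1.95 (standard error 0.11, adjusted p = 0.000552), just short of the fold threshold. Median-of-ratios scaling raised this to 2.17, past it (adjusted p from 0.000517 to 0.00900 over the alternatives). The chloroplastic-like stress response unigene c62415_g1 rose from 66.3 ± 5.11 to 180.3 ± 9.41, and its log2 fold change of 1.43 had a standard error of 0.13 and an adjusted p of 0.00140.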

Several genes for encoding transcription factors, AP2/EREBP (c48755_g1 and c45827_g1), NAC (c60421_g1 and c47289_g2), bZIP (c61581_g3 and c59299_g1), WRKY (c59902_g1, c38115_g1 and c63357_g2 as examples) and ethylene-responsive transcription factor (c56755_g1 and c63899_g2), were up-regulated under cold stress. Together, these observations emphasized the roles of transcriptional regulation of cold-related responses in this species.

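Of the 11 unigenes, 10 were tested, all had a positive fold change in the cold, under both scalings of the libraries too, and 5 passed both thresholds (5 with p adjusted over the list alone, which the paper chose on these libraries and which is not independent evidence). Among these, the AP2/EREBP unigene c48755_g1 rose from an FPKM of 0.150 ± 0.0141 to 6.18 ± 0.806 (SD, n = 2 libraries), a log2 fold change of 2.64 (standard error 0.25, adjusted p = 0.00176). The NAC unigene c47289_g2 rose from 19.3 ± 0.700 to 156 ± 46.3 (2.92 on the log2 scale, adjusted p = 0.000826) and the bZIP unigene c59299_g1 from 1.76 ± 0.198 to 24.0 ± 0.516 (3.18, adjusted p = 0.00173). The WRKY unigenes c38115_g1 and c63357_g2 had log2 fold changes of 3.09 (adjusted p = 0.000355) and 2.18 (adjusted p = 0.00122). The WRKY unigene c59902_g1, at 1.85 (adjusted p = 0.000896), and the ethylene-responsive factor c63899_g2, at 1.88 (adjusted p = 0.00101), passed the fold threshold with median-of-ratios scaling, which gave 2.07 and 2.10. The ethylene-responsive factor c56755_g1 and the bZIP unigene c61581_g3 changed less, by 1.20 (adjusted p = 0.00633) and 0.93 (adjusted p = 0.0263). In the NAC unigene c60421_g1 the cold replicates differed widely (15.8 and 4.40, against 1.27 and 0.76 in the control), and the adjusted p was 0.0275. The AP2/EREBP unigene c45827_g1 lay under the filter on mean FPKM and was not tested; it had 0.05 and 0.05 in the control libraries and 1.76 and 1.87 in the cold libraries.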

For the drought associated responses, however, there were a few differences. Under drought stress, DEGs were enriched for a total of 89 processes. Responses to stimuli, especially those to water deprivation, and regulation at the level of transcription were the most dramatic. Genes for the response to water deprivation were up-regulated under drought. These genes include dehydration-responsive element-binding protein 1D (c49699_g2 and c55715_g7), galactinol synthase gene (c60364_g1) and aquaporin PIP1-5 (c56750_g3 and c35748_g1). 

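Galactinol synthase (c60364_g1) rose from an FPKM of 99.9 ± 14.5 in the control to 908 ± 24.1 in the drought (SD, n = 2 libraries), a log2 fold change of 3.18 (standard error 0.17, adjusted p = 0.000747). The aquaporin PIP1-5 unigenes rose from 54.2 ± 2.10 to 322 ± 42.5 in c56750_g3 and from 59.4 ± 0.580 to 409 ± 13.4 in c35748_g1, by 2.55 (adjusted p = 0.000723) and 2.76 (adjusted p = 0.000723) on the log2 scale. In the element-binding protein unigenes the replicates lay farther apart: c49699_g2 had 1.37 and 0.40 in the control and 19.4 and 11.2 in the drought libraries, a log2 fold change of 3.11 (adjusted p = 0.00710), and c55715_g7 had 4.16 and 0.45 and 57.1 and 22.6, one of 3.76 (adjusted p = 0.0270). Both missed the threshold on p. With p adjusted over the list alone, all 5 unigenes passed both thresholds. The paper chose this list on these libraries, so that is not independent evidence.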

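In the abscisic acid group, the increase over the control was largest in the EID1-like F-box unigene c57232_g2, from an FPKM of 0.200 ± 0.170 to 38.0 ± 2.71 in the drought (SD, n = 2 libraries), a log2 fold change of 5.03 (standard error 0.24, adjusted p = 0.000687). Of the other EID1-like F-box unigenes of this assembly component, c57232_g1 rose from 0.05 and 0 in the control libraries to 3.34 and 2.86 in the drought libraries and c57232_g3 from 0.135 ± 0.0495 to 5.65 ± 2.11, with adjusted p of 0.0178 and 0.0113. Protein phosphatase 2C unigenes rose to 209 ± 7.58 in c57868_g1, from 14.7 ± 1.75 to 127 ± 1.61 in c50507_g1 and from 9.65 ± 0.926 to 118 ± 3.39 in c60116_g4, by 3.38 (adjusted p = 0.000315), 3.03 (adjusted p = 0.000555) and 3.49 (adjusted p = 0.000793) on the log2 scale. Stachyose synthase (c55229_g2) had 55.0 ± 1.05 in the control and 441 ± 109.8 in the drought, a log2 fold change of 2.96 (adjusted p = 0.00119). The NAC domain unigene c52045_g1 rose by 2.93, with drought values of 23.3 and 12.9 and an adjusted p of 0.00825. Of these 8 unigenes, 5 passed both thresholds, and 7 did with p adjusted over the list alone. This list too was chosen on these libraries and is not independent evidence.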

Genes involved in abscisic acid responses, such as EID1-like F-box protein (c57232_g1, c57232_g2 and c57232_g3), NAC domain transcription factor (c52045_g1), protein phosphatase 2C (c57868_g1, c50507_g1 and c60116_g4), and stachyose synthase (c55229_g2), were up-regulated under drought.

To further identify the differences between responses induced by cold and drought in *Zea mays* spp. *mexicana L*., a direct comparison was carried out between cold and drought-treated samples. 

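Drought against cold gave 1427 DEGs, 726 higher and 701 lower in the drought. The split depended on the scaling of the libraries, with 529 higher and 942 lower after median-of-ratios scaling. The largest increases were in c52001_g1, annotated to a maize group 3 late embryogenesis abundant protein, with an FPKM of 0 and 0.71 in the cold libraries and 308 and 212 in the drought libraries (log2 fold change 7.62, adjusted p = 0.000305), and in c63288_g6, from 0.530 ± 0.198 to 292 ± 31.0 (SD, n = 2 libraries; log2 fold change 7.58, adjusted p = 0.000125). The largest decrease was in c58073_g5, which had 0.20 and 0.23 in the drought libraries (log2 fold change -7.15). Next came c45731_g1, listed at 0 in both drought libraries and at 45.2 and 159.8 in the cold libraries.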

A total of 2,514 assembled unigenes were identified by |log_2_change|> = 2 and adjusted *p* < 0.005 (Figure 2C). GO enrichment analysis for these DEGs indicated that the differences between cold and drought induced responses were in relation to abiotic stresses of temperature and water, transcriptional regulation and protein phosphorylation processes (Supplemental File 5). The FDR value in relation to the abscisic acid related signaling pathway was 0.011 which was very close to the criteria of 0.01 (Table 5), suggesting that this pathway was also a major difference between the two datasets. Together, the enrichment patterns identified by directly comparing responses to cold and drought were in agreement with the above results obtained from comparing each in turn with the untreated control.

### qRT-PCR verification

In order to validate the RNA-seq results, 12 DEGs with different expression patterns were selected for qRT-PCR analysis using gene-specific primers (Supplemental File 6). Among these DEGs, nine expressed under both cold and drought stresses, one regulated by cold only and two regulated by drought only were included. 

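In the FPKM values of the same 12 unigenes, 5 were up-regulated and 3 down-regulated DEGs in the cold, and 7 were up-regulated DEGs in the drought. With p adjusted over the list alone, 8 and 9 passed. The paper picked the 12 from its DEGs of these libraries, so these counts are not independent evidence. The calcium-binding protein CML16 unigene c61291_g1 had an FPKM of 0.61 and 0 in the control libraries, 19.3 ± 5.92 in the cold and 25.0 ± 2.41 in the drought (SD, n = 2 libraries), with log2 fold changes of 3.97 (adjusted p = 0.00105) and 4.36 (adjusted p = 0.00182). The FER-like transcription factor c57152_g1 rose by 3.73 (adjusted p = 0.00193) in the cold and by 2.69 (adjusted p = 0.0129) in the drought, and the heat shock factor HSF30 unigene c59856_g7 by 3.50 (adjusted p = 0.000339) and 2.56 (adjusted p = 0.000744). The E3 ligase EL5 unigene c57309_g1 fell from 10.8 ± 0.318 to 0.835 ± 0.219 in the cold and 2.31 ± 0.382 in the drought, with log2 fold changes of -2.68 (adjusted p = 0.00107) and -1.83 (adjusted p = 0.00745). Heat shock protein 82 (c54089_g2) had 5.66 and 13.0 in the control, 0.24 and 0.50 in the cold and 103 and 96.1 in the drought, and the class II small heat shock protein unigene c56552_g1 had 29.6 ± 8.22, 0.560 ± 0.212 and 162 ± 12.3, so both fell in the cold and rose in the drought. The photosystem I unigene c58118_g1 had 6.14 and 0.22 in the 2 drought libraries, and its adjusted p was 0.0497 in the cold and 0.445 in the drought. Without drought-2 its log2 fold change in the drought was 0.05, against -1.23 with both libraries. Protein phosphatase 2C37 (c58084_g2) rose to 50.9 ± 1.73 in the drought from 0.19 and 0.55 in the control libraries, and the homeobox-leucine zipper unigene c60754_g2 from 1.03 ± 0.247 to 57.3 ± 2.84, with adjusted p of 0.000415 and 0.000389.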

Eight of 10 cold-responsive DEGs and night of 11 drought-responsive DEGs were confirmed by qPCR (Figure 3).

**Figure 3:**
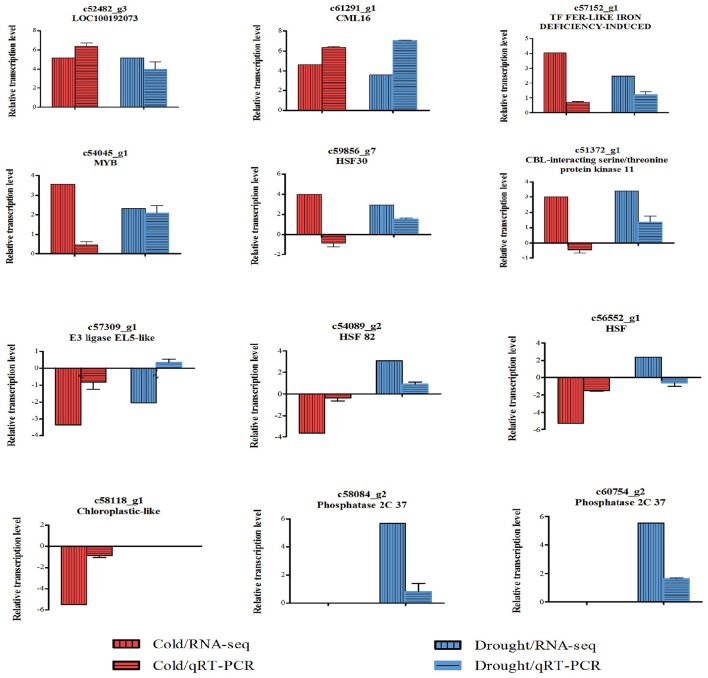
**Verification for expressions of 12 selected DEGs**. Relative expressions of the 12 genes in cold- or drought-treated *Zea mays* spp. *mexicana* L. seedlings were tested by qRT-PCR. Transcription levels were normalized to that of actin and compared to the untreated control. Values of fold change are showed in mean ± SEM. Three independent replicates were performed for each gene. Fold changes of these genes detected in RNA-Seq are also showed for reference. Relative transcription levels were calculated by log2^−ΔΔCT^ method. The names of the closest putative orthologs are indicated for each gene, and the annotations are as following: c52482_g3, uncharacterized protein LOC_100192073; c61291_g1, calcium-binding protein CML16; c57152_g1, transcription factor FER-LIKE IRON DEFICIENCY-INDUCED; c54045_g1, MYB DNA-binding domain superfamily protein isoform X1; c59856_g7, heat shock factor protein HSF30; c51372_g1, CBL-interacting serine/threonine-protein kinase 11 isoform X1; c57309_g1, E3 ubiquitin-protein ligase EL5-like; c54089_g2, heat shock protein 82; c56552_g1, 17.0 kDa class II heat shock protein; c58118_g1, photosystem I reaction center subunit N, chloroplastic-like; c58084_g2, protein phosphatase 2C37; c60754_g2, homeobox-leucine zipper protein ATHB-6.

## Discussion

RNA-Seq technology has been successfully used at the level of transcriptomes or whole genomes analysis in many plants and crops (Lu et al., 2010; Xia et al., 2011; Xu et al., 2012, 2014; Zhao et al., 2012; Garcia-Seco et al., 2015). *Zea mays* ssp. *mexicana* L. is a subspecies of *Zea mays*, and it has a genome size of 2.58 Gb (2n = 20) which is more than 20 times greater than the *Arabidopsis thaliana* (0.115 Gb) genome, 6 times greater than the rice (0.43 Gb) genome and equivalent to the *Zea mays* ssp. *mays* genome (2.73 Gb) (Hufford et al., 2012). The variety 8493, which serves as a representative of *Zea mays* spp. *mexicana* L., is reported to grow well under 25°C and can adapt to semi-arid and semi-humid environments (Huang et al., 1992). In this study, RNA-seq analyses were performed for *de novo* assembly of the transcriptome of *Zea mays* spp. *mexicana* L. and identification of the differentially expressed genes (DEGs) in response to cold or drought stress.

### An overview of the *Zea mays* ssp. *mexicana* L. transcriptome

By pooling the clean reads from all samples, we obtained a limited transcriptome which provided a profile the transcript dynamics under cold and drought stresses. The transcriptome identified 184,280 unigenes, and 251,145 transcripts which Blast analysis divided in protein coding and other genes. 

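With no threshold on the fold change, 3624 unigenes differed between cold and control at an adjusted p under 0.005, 1806 of them higher and 1818 lower in the cold, and 486 differed between drought and control, 418 of them higher. The even split in the cold depended on the scaling, with 2386 higher and 1074 lower after median-of-ratios scaling and 1919 and 1451 after quantile normalization. By the fold threshold alone, 1311 rose and 657 fell in the cold. Pearson's r across tested unigenes between a cold and a control library was from 0.832 to 0.842, and between a drought and a control library from 0.902 to 0.916.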

When growing under cold (4°C) condition, the change of gene expression was dramatic at the global level of transcriptome (Figures 2A,C), indicating that cold induces an extensive activation of transcription. Moreover, GO analysis (Table 4) suggested there was an activation of gene networks involving in cold/heat-induced responses. The drought stress used here, however, induced fewer transcriptional changes, (only 15% as many) than cold (Figure 2C). These observations conformed the geographic distribution and the ideal growth conditions of *Zea mays* ssp. *mexicana* L. (Huang et al., 1992; Hufford et al., 2012). 

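The DEGs of drought against control amounted to 23.9% of the DEGs of cold against control. This percentage was 19.6% with median-of-ratios scaling, 15.0% with the threshold of 1 on the absolute log2 fold change and 34.9% with the adjusted p under 0.05. By the fold threshold alone, 620 unigenes rose and 148 fell in the drought. The cold treatment lasted longer, so the length of the treatment differed between the groups along with its kind.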

Similar observations have also been found in the elite maize inbred line Zheng 58 of *Zea mays* in which it was reported that the number of differentially expressed genes under drought stress was approximate 42% of that under cold (Shan et al., 2013), suggesting that the more sensitive response to cold rather than drought would be a conserved mechanism in *Zea*.

It is well known that gene expression in response to cold stress is somewhat different from that to drought stress (Shinozaki et al., 2003). 

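The unigenes that were DEGs in both treatments made up 7.09% of the cold DEGs and 29.6% of the drought DEGs. With a pseudocount of 0.1 the percentages were 7.20% and 39.5%. Over the alternatives that gave DEGs, the percentage of cold DEGs ran from 3.95% without a mean-variance trend to 9.80% with an adjusted p under 0.05. That of drought DEGs ran from 25.0% without a trend to 42.7% with the threshold of 1 on the absolute log2 fold change.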

In this study, only 194 DEGs are shared in stressed *Zea mays* ssp. *mexicana* L., (6.4 and 31.1% of cold- and drought-related DEGs, respectively). Among these, nearly 90% are regulated in a similar manner by both stresses, while only 15 DEGs are oppositely regulated (Supplemental File 4), indicating that there is a shared network to regulate the cold and drought induced responses in *Zea mays* ssp. *mexicana* L. On the other hand, specific regulations in response to cold or drought stress are also clearly visible in *Zea mays* ssp. *mexicana* L. The DEGs in response to cold are mostly enriched in processes of “Response to abiotic stimulus (GO:0009628),” especially the “Response to heat (GO:0009408),” and “Response to high light intensity (GO:0009644)” (Table 4), while the processes of “Response to water (GO:0009415),” “Response to water deprivation (GO:0009414),” and “protein amino acid dephosphorylation (GO:0004722)” are dominant in the collection of drought-induced DEGs (Table 5).

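Of the shared DEGs, 74 (82.2%) changed in the same direction in both treatments. In the simulated unchanged groups the median number past the fold threshold alone in both was 8, and the median number in the same direction was also 8. The shared control thus gives a shared direction to the few unigenes that it brings past the fold threshold. In the data 208 unigenes passed it in both treatments. No draw gave a shared DEG, so the shared control alone does not account for the 74. How far it raises the percentage among changed unigenes was not simulated, so the percentage by itself does not measure a shared response. Over all tested unigenes, Pearson's r between the cold and drought log2 fold changes was 0.309, and 59.4% had the same sign. This r is across unigenes, which are not independent replicates, and both fold changes share the control libraries. In the simulated unchanged groups r was 0.505 in the median draw and 66.4% had the same sign. Those groups hold noise alone, while changes by the treatments add a spread of their own. The observed values therefore cannot be judged against the simulated ones. With separate controls, r was 0.182 when the cold was set against control-1 and the drought against control-2, and 0.171 with the 2 exchanged. In these versions the fold changes share no library, so the noise of a shared control cannot raise r. A positive correlation of that size was left. The paper reasons from the share of DEGs with similar regulation to a shared network of cold and drought responses.

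**Figure D2:**
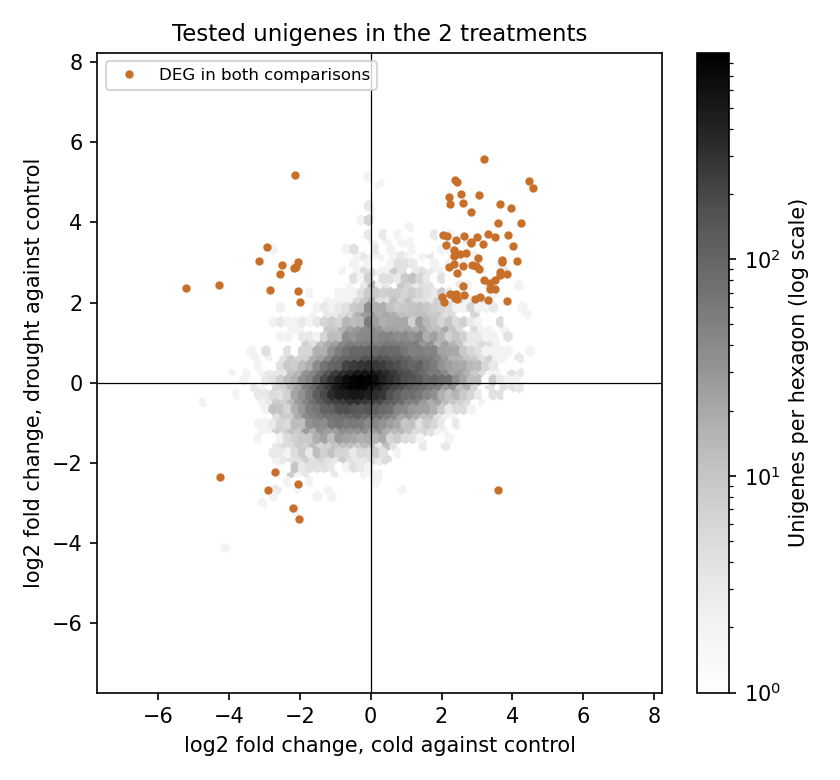
Log2 fold changes of FPKM + 1 in cold against control (x axis) and drought against control (y axis) of the 38768 tested unigenes, with darker hexagons for more unigenes on a log scale; orange points are DEGs of both comparisons, without 6 that were at 0 in both libraries of a group. Most orange points lie in the upper right part, where both changes are positive.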

### Transcriptional regulatory networks and signaling pathways involved in cold and drought induced responses in *Zea mays* ssp. *mexicana* L.

Transcription factors play crucial roles in the regulation of target gene expression by specifically binding to cis-acting elements in the promoter regions (Agarwal et al., 2006; Van Buskirk and Thomashow, 2006). In this study, WRKY, CBL, MYB, NAC, bHLH, bZIP, and AP2/EREBP families that are known to be involved in stress tolerance in plants were identified. 

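The WRKY unigenes c56800_g2 and c56800_g1 had an FPKM of 12.4 ± 4.67 and 11.8 ± 2.28 in the control, 105 ± 9.90 and 93.6 ± 5.03 in the cold and 111 ± 2.35 and 46.7 ± 0.127 in the drought (SD, n = 2 libraries). The log2 fold change of c56800_g2 was 3.02 (adjusted p = 0.00109) in the cold and 3.11 (adjusted p = 0.00231) in the drought, and that of c56800_g1 was 1.91 (adjusted p = 0.00230) in the drought, while its adjusted p in the cold was 0.000541. The CBL-related unigenes c51372_g1 and c49176_g1 rose in the cold by 2.82 and 2.52 and in the drought by 3.50 and 3.22, with the highest adjusted p of the 4 values at 0.00172. The MYB unigene c54045_g1 had 6.67 and 2.16 in the cold libraries, 4.88 and 3.32 in the drought libraries and 0.13 and 0.36 in the control libraries, and its adjusted p was 0.0203 and 0.0527. The bHLH unigene c48928_g1 rose by 2.05 (adjusted p = 0.00950) and 2.18 (adjusted p = 0.0217). In the drought, the bZIP unigene c59299_g1 had 41.2 and 20.9 in its 2 libraries (3.47 on the log2 scale, adjusted p = 0.00351) and the AP2/EREBP unigene c48755_g1 4.58 and 3.03 (2.04, adjusted p = 0.00934). The AP2/EREBP unigene c51992_g7 rose from 5.95 ± 1.92 to 56.3 ± 8.55 in the cold and 40.2 ± 12.9 in the drought. Of the 9 unigenes, 7 passed both thresholds in the cold and 4 in the drought, and 8 did in either treatment with p adjusted over the list alone. The paper chose the list on these libraries, so it is not independent evidence.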

Members of WRKY (c56800_g2 and c56800_g1), CBL (c51372_g1 and c49176_g1), MYB (c54045_g1), bHLH (c48928_g1), bZIP (c59299_g1), AP2/EREBP (c51992_g7 and c48755_g1) family are up-regulated by both stresses of cold and drought (Table 2), suggesting shared upstream pathways for signal transduction and regulation under these stimuli. 

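The NAC unigene c57823_g1 had an FPKM of 68.9 ± 8.44 in the control, 15.7 ± 0.389 in the cold and 11.2 ± 2.04 in the drought (SD, n = 2 libraries). The log2 fold change was -2.06 in the cold (standard error 0.16, adjusted p = 0.00108) and -2.53 in the drought (adjusted p = 0.00134). Under median-of-ratios scaling and under quantile normalization the cold change was -1.84 and -1.99, short of the fold threshold. Without a filter and with the separate fit the calls in both treatments were lost. The drought call was also lost with the filter of FPKM of at least 1 in 2 or more libraries, with a replicate block and without a mean-variance trend.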

From those down-regulated TF proteins, only one NAC (c57823_g1) protein is consistently down-regulated by both stresses, which is similar to the findings in *Arabidopsis* and rice (Lu et al., 2007; Takasaki et al., 2010) and suggests a negative regulation mechanism in *Zea mays* ssp. *mexicana* L. It is notable that some previously uncharacterized TFs are significantly up- or down-regulated in response to cold or drought only. For example, a member of TUB family (c61146_g4), was found in cold-induced DEGs set but not in the drought-induced set. This is similar to what has been observed in *V. amurensis* (Xu et al., 2014). In addition, some members in the ULT (c53036_g1), BIM2 (c64573_g2), and DBP (c51832_g3) families are found to be up-regulated by cold only (Table 2). 

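The mean FPKM of c61146_g4 over the 6 libraries was under 1, so it was not tested. Its FPKM was 0.22 and 0.04 in the control libraries, 2.08 and 1.34 in the cold libraries and 0.04 and 0.17 in the drought libraries.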

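The ULT unigene c53036_g1 had an FPKM of 7.35 ± 0.523 in the control and 28.8 ± 2.47 in the cold (SD, n = 2 libraries), a log2 fold change of 1.83 (adjusted p = 0.00115), which median-of-ratios scaling raised to 2.05, past the fold threshold. In the drought it had 10.8 ± 1.36 (adjusted p = 0.118). The BIM2 unigene c64573_g2 rose from 6.02 ± 0.665 to 30.8 ± 0.495 in the cold, a log2 fold change of 2.18 (standard error 0.14, adjusted p = 0.000724), and had 7.81 ± 0.622 in the drought (adjusted p = 0.242). The direct comparison of drought against cold gave -1.34 (adjusted p = 0.00230) for c53036_g1 and -1.86 (adjusted p = 0.000832) for c64573_g2 on the log2 scale. The DBP unigene c51832_g3 lay under the filter on mean FPKM, with 0.36 and 0.17 in the control libraries, 2.23 and 1.22 in the cold libraries and 0.24 and 0.29 in the drought libraries.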

The AP2/ERF transcription factor family comprises four major subfamilies, namely AP2, ERF, RAV, and dehydration-responsive element binding proteins (DREB/CBF) (Shinozaki et al., 2003). The roles of DREBs/CBFs in stresses induced response have been well established in numerous plants including *A. thaliana* (Ma et al., 2014), rice (Challam et al., 2015), maize (Liu et al., 2013), and soybean (Kidokoro et al., 2015). The DREB1s/CBFs can activate the downstream cold-responsive genes via specific binding to the DRE/CRT cis-acting element in their promoters, and expressions of these genes are positively correlated with cold tolerance (Mizoi et al., 2012). 

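Of the DREB unigenes, c51992_g7 had a log2 fold change of 3.06 (adjusted p = 0.00165) in the cold and 2.56 (adjusted p = 0.00703) in the drought. For c49699_g1 the FPKM was 0.31 and 0.21 in the control libraries, 5.89 and 3.53 in the cold libraries and 4.63 and 1.86 in the drought libraries, with log2 fold changes of 2.15 (adjusted p = 0.0108) and 1.67 (adjusted p = 0.0624). In c49699_g2, which belongs to the same assembly component, the cold libraries had 5.35 and 5.10 and the change was 1.77 (adjusted p = 0.0130). Both thresholds were passed by c51992_g7 in the cold and by none of the 3 in the drought, and this held under both scalings of the libraries. With p adjusted over the list alone, 2 passed in the cold and 2 in the drought, but the paper chose the list on these libraries.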

In *Zea mays* ssp. *mexicana* L., three DREB genes (c51992_g7, c49699_g1 and c49699_g2) were found to be significantly induced by both cold and drought stresses, suggesting that these proteins might functionally act in *Zea mays* ssp. *mexicana* L. during cold and drought stresses.

Signaling components such as kinases participate in numerous processes, including cell division, developmental programs, hormonal responses, and drought, salinity and reactive oxygen species (ROS) signaling responses (Wang et al., 2015). In particular, the MAPK cascade, serving as a signaling joint for various abiotic stress, positively regulates cold acclimation in plants (Chinnusamy et al., 2010). In *Arabidopsis*, the AtMEKK1/ANP1 (MAPKKK)-AtMKK2 (MAPKK)-AtMPK4/6 (MAPK) mitogen-activated protein kinase cascade is necessary for cold acclimation, and AtMKK2 (MAPKK) was identified as a key signal transducer. In addition, overexpression of AtMKK2 induces the cold responsive genes CBF2 and CBF3 and improves cold tolerance in *Arabidopsis* (Teige et al., 2004). In this study, one unigene coding for a MAP kinase (c14147_g1) and another one for a MAPKK protein (c62016_g1) were up-regulated by cold stress only, suggesting that the MAPK cascade may be involved in response to cold in *Zea mays* ssp. *mexicana* L.

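The MAP kinase unigene c14147_g1 had an FPKM of 0 and 0.06 in the control libraries and 0.86 and 4.90 in the cold libraries and was listed at 0 in both drought libraries. Its mean FPKM lay under the filter and it was not tested. The MAPKK unigene c62016_g1 rose from 17.8 ± 0.431 in the control to 82.3 ± 4.74 in the cold (SD, n = 2 libraries), a log2 fold change of 2.15 (standard error 0.13, adjusted p = 0.000583). In the drought its FPKM was 33.3 ± 4.21, a log2 fold change of 0.86 (adjusted p = 0.0150). The difference between drought and cold was -1.29 (adjusted p = 0.00166) on the log2 scale.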

### ICE1-CBF pathway genes involved in cold and drought stresses

Cold induced responses come down to different metabolic pathways, gene regulations and cell compartments. The ICE1-CBF-COR transcriptional cascade is a highly conserved module which is activated in response to cold stress (Zhu et al., 2007; Lissarre et al., 2010), and has been demonstrated to have essential roles in response to cold, drought, and other abiotic stresses (Zhou et al., 2011; Peng et al., 2015). ICE1 is a MYC-type transcription factor that binds to the MYC recognition cis-elements (CANNTG) in the promoter of CBF3/DREB1A protein to activate the expression of CBF3/DREB1A, which consequently regulates 40% of COR genes and 46% of cold-regulated transcription factor genes (Lee et al., 2005). In *Arabidopsis*, three CBF proteins, namely CBF1, 2, and 3, are induced by low temperature but not by abscisic acid (ABA) or dehydration (Medina et al., 1999). *CBF1* and *CBF3* can respond to cold at the same time, but the response of the *CBF2* lags behind. *CBF2* negatively regulates the expression of *CBF1* and *CBF3* during cold acclimation, while *CBF1* and *CBF3* are not involved in regulation of other *CBF* genes. CBF1/CBF3 have lower cold acclimation ability and play a subsidiary function in the CBF/DREB1 pathway and cold acclimation (Gilmour et al., 2004; Novillo et al., 2007; Kim et al., 2015). Differences in the functions of CBFs in mangrove *Avicennia marina*, European bilberry (*Vaccinium myrtillus*) and *Brassica rapa* have been observed. For example, *CBF4* is regulated by drought and ABA but not by cold (Haake et al., 2002; Lee et al., 2012; Oakenfull et al., 2013; Peng et al., 2013). In this study, two putative ICE1 homologs (c60792_g1, c13919_g1) were identified in this subspecies. However, expressions of these genes were not affected by cold. 

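The FPKM of c60792_g1 was 8.32 ± 0.580 in the control and 10.4 ± 0.580 in the cold (SD, n = 2 libraries), a log2 fold change of 0.30 (standard error 0.14, adjusted p = 0.150). Median-of-ratios scaling raised this to 0.51 (adjusted p = 0.0423), under the fold threshold. In c13919_g1 the control libraries had 3.90 and 8.94 and the cold libraries 6.65 and 5.52, and the log2 fold change was 0.02 (standard error 0.34, adjusted p = 0.977). With each library left out in turn it lay between -0.49 and 0.53, so its sign rested on single libraries.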

A possible explanation is that the ICE1 homolog may be induced rapidly and transiently, and is attenuated in a short time, making it undetectable. In addition, CBF6 has been found to play a role in freezing tolerance in *Festuca pratensis* (Ergon et al., 2016). 

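The CBF6 homolog c57018_g4 had an FPKM of 8.23 and 2.71 in the control libraries, 77.8 and 129 in the cold libraries and 30.1 and 30.4 in the drought libraries. The log2 fold change was 4.11 in the cold (standard error 0.45, adjusted p = 0.00243) and 2.42 in the drought (adjusted p = 0.0300), which missed the threshold on p. With each library left out in turn, the cold change lay between 3.46 and 4.77.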

In our study, a CBF6 (c57018_g4) homologous gene was found to be up-regulated in response to cold and drought stresses, suggesting that this CBF6 homologous gene might play roles in stress resistance in *Zea mays* ssp. *mexicana* L.

### Trehalose may be a common regulator of the response to cold and drought stresses in *Zea mays* ssp. *mexicana* L.

Trehalose is widely found in various organisms and is a non-reducing disaccharide formed by linking two glucose units with an a,a-1,1-glycosidic linkage (Wang et al., 2005). The synthetization of trehalose involves two-steps. The first step is the formation of trehalose-6-phosphate (T6P) from UDP-glucose and glucose-6-phosphate, which is catalyzed by trehalose-6-phosphate synthase (TPS). The second step is the generation of trehalose through dephosphorylation which is catalyzed by trehalose-6-phosphate phosphatase (TPP) (Zang et al., 2011). The genes coding for the TPS and TPP enzymes are thus important for the regulation of trehalose production (Ilhan et al., 2015). Transgenic plants harboring TPS or TPP genes have enhanced tolerance to abiotic stresses by stabilizing dehydrated enzymes, as well as by protecting protein and cellular membranes structures (Nuccio et al., 2015). In our study, a key trehalose-6-phosphate phosphatase (TPP) gene (c45624_g2) was also found to be up-regulated under both cold and drought stresses in *Zea mays* ssp. *mexicana* L. This is in agreement with the positive roles of trehalose in tolerating low temperature and drought stresses.

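The FPKM of c45624_g2 was 7.07 ± 0.0778 in the control, 129.7 ± 0.502 in the cold and 84.9 ± 6.99 in the drought (SD, n = 2 libraries). Its log2 fold changes were 4.02 (adjusted p = 0.000339) in the cold and 3.41 (adjusted p = 0.000315) in the drought, with a standard error of 0.11 for both.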

### Phytohormone dependent pathways in *Zea mays* ssp. *mexicana* L.

Plant hormones play vital roles in adaption to stressful environments by regulating growth, development, nutrient allocation and source/sink transitions. Previous studies showed that different types of plant hormones, including abscisic acid (ABA), cytokinins (CKs), jasmonic acid (JA), gibberellins (GAs), brassinosteroids (BRs), ethylene (ETH), and auxin, have functions in regulating freezing tolerance by CBF-dependent or -independent pathways (Shi et al., 2015). ABA is the key phytohormone used in plants for regulation of the responses to abiotic stresses. As an example, the secondary hyperosmotic stress derived from drought or salt stress causes the accumulation of ABA which in turn rapidly elicits downstream responses in plants (Zhu, 2016). ABA accumulation can cause stomatal closure, thereby reducing water loss and eventually restrict cellular growth. At the molecular level, ABA regulates gene transcription, protein synthesis, signaling pathways, ion transport (and the transport of other organic molecules) and the production of important protectants against dehydration and photoinhibition (Riahi et al., 2013). Cold stress is also reported to induce ABA biosynthesis, and the exogenous application of ABA improves the cold tolerance of plants (De Zelicourt et al., 2016). ABA biosynthesis is one of the important steps used by plants in responding to stresses via the ABA-dependent pathway. The 9-cis epoxycarotenoid dioxygenase 1 (NCED1) is regarded as a key rate-limiting enzyme in ABA biosynthesis. It was originally identified from maize *viviparous 14* mutants, and is responsible for cleavage of the ABA precursor C40-cis-epoxycarotenoids, to either 9-cis-neoxanthin, 9-cis-violaxanthin or both to produce xanthoxin, the direct C15 precursor of ABA (Raghavendra et al., 2010; Boursiac et al., 2013). In *Zea mays* ssp. *mexicana* L., a homolog of NCED1 (c63716_g5) gene was identified. It was up-regulated by drought (Supplemental File 4), which is consistent with results reported previously in *Arabidopsis* (Behnam et al., 2013) and *Phaseolus vulgaris* L. (Qin and Jan, 1999), suggesting conserved regulation of this drought induced response in *Zea mays* ssp. *mexicana* L. It is notable that this NCED1 gene was also activated by cold stress (Supplemental File 4), which is similar to recent observations for OsNCED1 and OsNCED3 (Maruyama et al., 2014), suggesting that the ABA-dependent pathway plays roles in response to cold and drought in *Zea mays* ssp. *mexicana* L.

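The NCED1 homolog c63716_g5 had an FPKM of 1.32 ± 0.361 in the control, 28.2 ± 2.38 in the cold and 49.9 ± 1.43 in the drought (SD, n = 2 libraries). The log2 fold change was 4.46 (adjusted p = 0.000315) in the drought and 3.66 (adjusted p = 0.000365) in the cold. In drought against cold the difference was 0.80 on the log2 scale (standard error 0.16, adjusted p = 0.0120).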

PP2C proteins are also reported to be involved in ABA-dependent regulations of stress induced responses, such as the 76 phosphatase 2C (PP2C-type) proteins which have been identified from *Arabidopsis*. Most of these (PP2C-type) proteins fall into 10 groups (A–J) (Schweighofer et al., 2004). ABA signaling can be mediated by type 2C protein phosphatases (PP2Cs) such as HAB1 and ABI2, which inhibit stress-activated SnRK2 kinases (Nakashima et al., 2009). When directly comparing the expression levels under cold with those under drought conditions in *Zea mays* ssp. *mexicana* L., four candidate PP2C genes, including c52482_g3, c52482_g6, c62830_g2, and c57868_g1, showed up-regulated patterns. 

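In drought against cold, c57868_g1 was higher in the drought, a log2 fold change of 1.43 (standard error 0.11, adjusted p = 0.000819). In c62830_g2 the FPKM was 188 ± 21.7 in the cold and 103 ± 10.9 in the drought (SD, n = 2 libraries), a log2 fold change of -0.86 (adjusted p = 0.00547). The values were 0.28 (adjusted p = 0.161) for c52482_g3 and 0.57 (adjusted p = 0.0526) for c52482_g6. Thus 3 of the 4 were higher and 1 lower in the drought, with the deposited FPKM and under both scalings of the libraries, and none reached the fold threshold. Against the control, c62830_g2 rose from 23.6 ± 0.0424 by 2.93 (adjusted p = 0.000378) in the cold and 2.08 (adjusted p = 0.00125) in the drought.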

A putative protein kinase SnRK1 (c57228_g1), however, was down-regulated only under cold stress. These results taken together suggest that PP2C protein is involved in ABA-dependent signaling and affects the regulation of cold induced responses in *Zea mays* ssp. *mexicana* L.

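The SnRK1 unigene c57228_g1 had an FPKM of 3.25 ± 0.247 in the control, 0.415 ± 0.0919 in the cold and 2.10 ± 0.431 in the drought (SD, n = 2 libraries). The log2 fold change was -1.59 in the cold (standard error 0.25, adjusted p = 0.00656) and -0.47 in the drought (adjusted p = 0.351). The drought and cold libraries differed by 1.12 (adjusted p = 0.0180).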

Previous studies on *Zea mays* ssp. *maize* L. transcript profile under cold, salt, and drought stresses indicate that the abundance of bioactive GAs was reduced and that the negative regulatory factor DELLAs were accumulated (Shan et al., 2013), suggesting a negative effects of gibberellin in stress induced responses. This is in disagreement with what we observed in cold-stressed *Zea mays* ssp. *mexicana* L. Genes for the GAs receptor GID1L2 precursor (c47232_g1), the GA 2-beta-dioxygenase (c57017_g1, c33506_g1 and c57017_g2) and the GA20 oxidase (c63822_g4, c49254_g1 and c56760_g2) that are involved in GAs synthesis or signaling were up-regulated by cold, suggesting a positive role of gibberellin in this subspecies in response to cold stress. Thus, GAs could differentially regulate the responses to cold in these two close *Zea mays* subspecies. 

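Among the 7 unigenes, 5 were higher and 2 lower in the cold than in the control, and the signs were the same under both scalings of the libraries. The GA 2-beta-dioxygenase unigenes c57017_g1 and c57017_g2 rose from an FPKM of 0.305 ± 0.247 and 0.600 ± 0.0566 in the control to 5.53 ± 1.41 and 9.24 ± 2.26 in the cold (SD, n = 2 libraries), with log2 fold changes of 2.32 (adjusted p = 0.00380) and 2.66 (adjusted p = 0.00157). The unigene c33506_g1 of the same enzyme rose from 5.55 ± 0.481 to 21.1 ± 6.30, a log2 fold change of 1.73 (adjusted p = 0.00328). Of the GA20 oxidase unigenes, c63822_g4 rose from 4.71 ± 1.82 to 22.7 ± 2.86, a log2 fold change of 2.09 (standard error 0.24, adjusted p = 0.00282). In c49254_g1 the control libraries had 0.73 and 3.43 and the cold libraries 4.64 and 9.04, and the test missed the threshold on p (adjusted p = 0.0991). The remaining GA20 oxidase unigene, c56760_g2, was lower in the cold, at 10.9 ± 0.728 against 63.2 ± 9.22, a log2 fold change of -2.43 (standard error 0.24, adjusted p = 0.00189). The GID1L2 precursor unigene c47232_g1 was also lower in the cold, at 1.72 ± 0.134 against 15.8 ± 1.07, a log2 fold change of -2.63 (standard error 0.25, adjusted p = 0.00167). GA 2-beta-dioxygenase is an enzyme that inactivates gibberellins, while GA20 oxidase acts in their synthesis and GID1 is the receptor. From these unigenes the paper proposes a positive role of gibberellin in the response to cold.

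**Figure D3:**
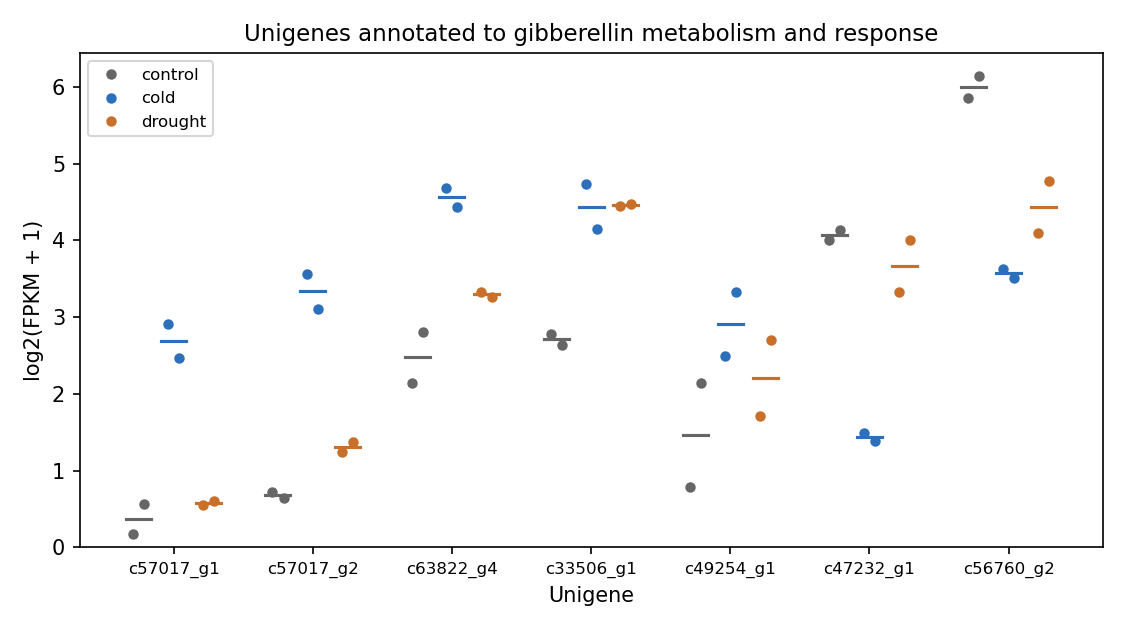
Log2(FPKM + 1) (y axis) of the 7 unigenes annotated to gibberellin metabolism and response (x axis) in the control (grey), cold (blue) and drought (orange); points are libraries and lines are means of 2. The cold points lie above the control points in 5 unigenes and below them in c47232_g1 and c56760_g2.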

Future comparative study will provide better understanding of the molecular basis of the GA associated response to cold in *Zea mays*.

In summary, this study provided an overview of the transcriptome of *Zea mays* ssp. *mexicana* L., and the changes of transcript abundance in response to cold or drought stress. Less than a half of the reported *Zea mays* proteome have homologs in *Zea mays* ssp. *mexicana* L., indicating that specific regulation networks or mechanisms exist in these close relatives. DEGs responsive to cold or drought conditions serve as candidates for further study on tolerance related gene networks in *Zea mays* ssp. *mexicana* L. The effects of drought and cold reported here have arisen from a limited range of potential types and severities of stress. Thus, it should be noted that a greater range of treatments for (e.g., timing, severity, frequency, source) need to be examined in future studies to provide more clues for understanding the adaptation and tolerance mechanisms in this species.

## Author contributions

XL conducted the bulk of experiments, data analysis, and wrote the paper draft. XZ and YC participated in the treatments of experimental materials. MZ and DM contributed to data interpretation and writing. CY and SL were responsible for experimental design, data interpretation and writing.

## Funding

This research was supported by the Guangdong Science and Technology Department (2015A020209155) and the National Natural Science Foundation of China (U1201212).

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: RNA-seq Analysis of Cold and Drought Responsive Transcriptomes of Zea mays ssp. mexicana L
**Source:** Front Plant Sci. 2017 Feb 7;8:136. doi: 10.3389/fpls.2017.00136
**Supplement:** Supplemental File 5 — GO enrichment analysis by direct comparing cold with drought stresses.

**Supplemental file 1. Distribution of the length of transcripts and unigenes.**

**Distribution of length**

| **Sample/replicate** | **Raw reads** | **Clean reads** | **Clean bases (%)** | **Q20** | **GC%** |
| --- | --- | --- | --- | --- | --- |
| Control 1-1 | 40,305,567 | 36,128,683 | 4.52G | 95.35 | 54.76 |
| Control 1-2 | 40,305,567 | 36,128,683 | 4.52G | 92.29 | 54.7 |
| Control 2-1 | 37,982,847 | 34,737,380 | 4.34G | 95.34 | 55 |
| Control 2-2 | 37,982,847 | 34,737,380 | 4.34G | 92.4 | 54.93 |
| Cold 1-1 | 35,495,938 | 32,200,406 | 4.03G | 95.42 | 54.76 |
| Cold 1-2 | 35,495,938 | 32,200,406 | 4.03G | 92.39 | 54.68 |
| Cold 2-1 | 41,113,853 | 35,916,262 | 4.49G | 95.91 | 54.37 |
| Cold 2-2 | 41,113,853 | 35,916,262 | 4.49G | 92.82 | 54.32 |
| Drought 1-1 | 38,734,285 | 35,137,981 | 4.39G | 95.44 | 54.48 |
| Drought 1-2 | 38,734,285 | 35,137,981 | 4.39G | 92.5 | 54.41 |
| Drought 2-1 | 36,736,709 | 32,995,519 | 4.12G | 95.65 | 54.18 |
| Drought 2-2 | 36,736,709 | 32,995,519 | 4.12G | 92.4 | 54.11 |

The sample of this study contained 2 replications for 2 samples of three treatments.

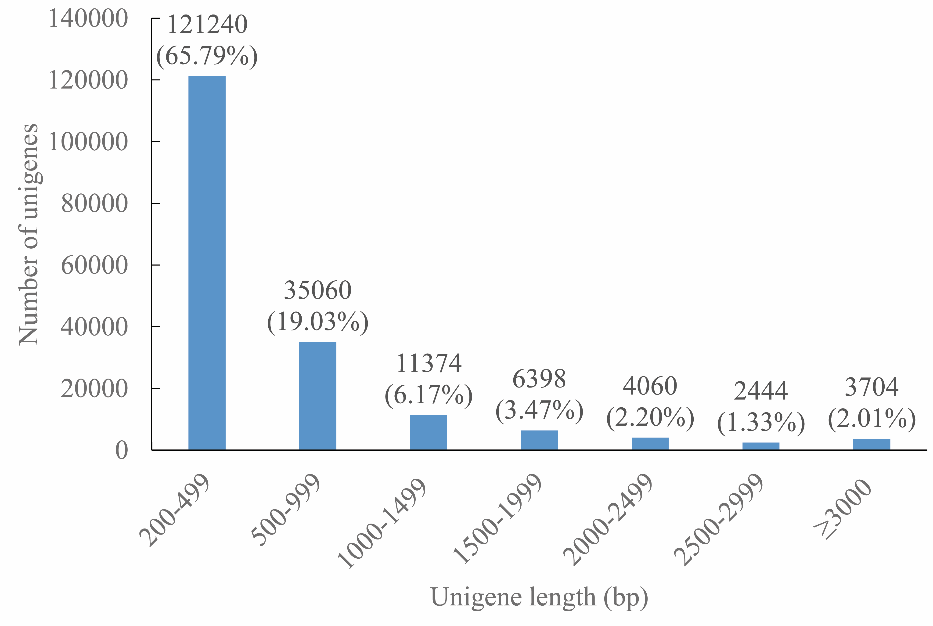

**Size distribution of the unigene sequences.**

The unigenes with different lengths (200 to 499 bp, 500 to 999 bp, 1000 to 1499 bp, 1500 to 1999 bp, 2000 to 2999 bp and ≥ 3000 bp) were shown, respectively. The percentages of the unigenes in each group out of the total unigenes (184,280) were also indicated.

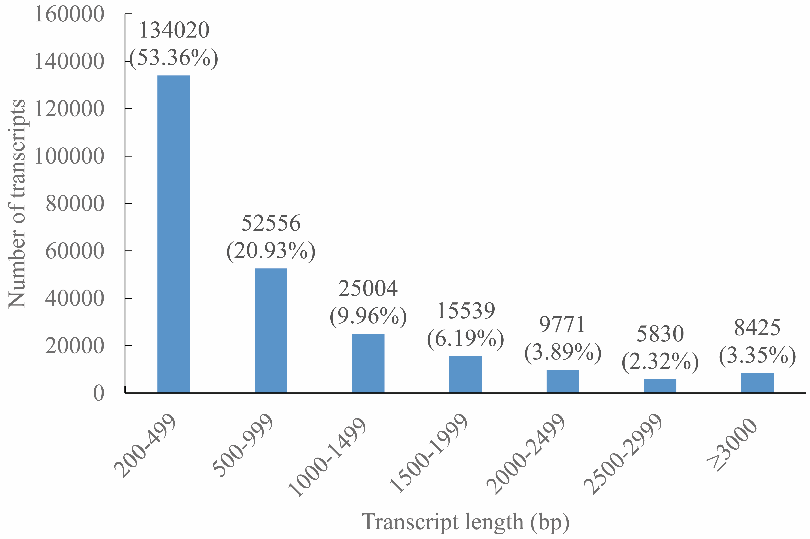

**Size distribution of the transcript sequences.**

The transcripts with different lengths (200 to 499 bp, 500 to 999 bp, 1000 to 1499 bp, 1500 to 1999 bp, 2000 to 2999 bp and ≥ 3000 bp) were shown, respectively. The percentages of the transcripts in each group out of the total transcripts (251,145) were also indicated.

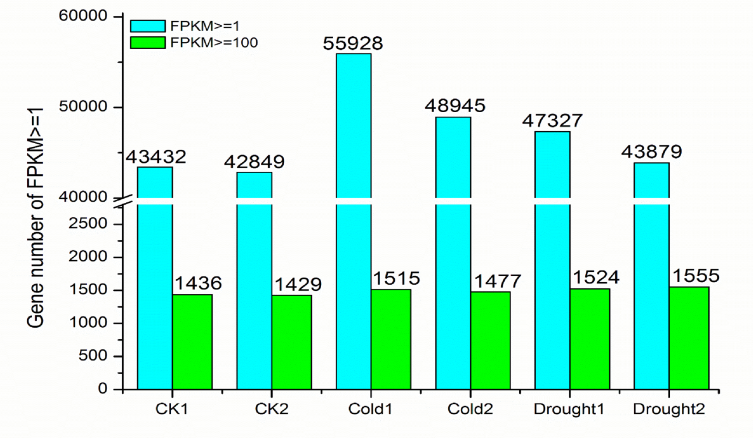

**The number of genes with differential expression found in the *Zea mays ssp. mexicana* L. expression libraries of duplicate samples (FPKM ≥ 1).**

Blue color means the number of genes of differential treatment with FPKM>=1; Green color means the number of genes differential treatment with FPKM>=100.

# Supplementary material for: RNA-seq Analysis of Cold and Drought Responsive Transcriptomes of Zea mays ssp. mexicana L
**Source:** Front Plant Sci. 2017 Feb 7;8:136. doi: 10.3389/fpls.2017.00136

**Supplemental file 5. GO enrichment analysis by direct comparing cold with drought stresses.**

| **GO term ID** | **Term_type** | **Term description** | **FDR** |
| --- | --- | --- | --- |
| GO:0009408 | P | response to heat | 4.00E-19 |
| GO:0009266 | P | response to temperature stimulus | 1.90E-12 |
| GO:0009628 | P | response to abiotic stimulus | 8.60E-11 |
| GO:0006950 | P | response to stress | 8.60E-11 |
| GO:0050896 | P | response to stimulus | 1.40E-06 |
| GO:0042542 | P | response to hydrogen peroxide | 3.90E-06 |
| GO:0000302 | P | response to reactive oxygen species | 5.70E-06 |
| GO:0009644 | P | response to high light intensity | 3.20E-05 |
| GO:0042221 | P | response to chemical stimulus | 4.30E-05 |
| GO:0016052 | P | carbohydrate catabolic process | 5.00E-05 |
| GO:0000272 | P | polysaccharide catabolic process | 7.30E-05 |
| GO:0009415 | P | response to water | 0.00015 |
| GO:0009414 | P | response to water deprivation | 0.00031 |
| GO:0004722 | F | protein serine/threonine phosphatase activity | 0.00052 |
| GO:0005983 | P | starch catabolic process | 0.00081 |
| GO:0016161 | F | beta-amylase activity | 0.002 |
| GO:0009251 | P | glucan catabolic process | 0.0029 |
| GO:0009738 | P | abscisic acid mediated signaling pathway | 0.0029 |
| GO:0006470 | P | protein amino acid dephosphorylation | 0.0029 |
| GO:0016160 | F | amylase activity | 0.0036 |
| GO:0006560 | P | proline metabolic process | 0.0037 |
| GO:0006355 | P | regulation of transcription, DNA-dependent | 0.0061 |
| GO:0009642 | P | response to light intensity | 0.0061 |
| GO:0009615 | P | response to virus | 0.0061 |
| GO:0045449 | P | regulation of transcription | 0.0061 |
| GO:0051252 | P | regulation of RNA metabolic process | 0.0065 |
| GO:0006350 | P | transcription | 0.0068 |
| GO:0006351 | P | transcription, DNA-dependent | 0.0068 |
| GO:0031326 | P | regulation of cellular biosynthetic process | 0.0068 |
| GO:0032774 | P | RNA biosynthetic process | 0.0072 |
| GO:0009889 | P | regulation of biosynthetic process | 0.0072 |
| GO:0006979 | P | response to oxidative stress | 0.0073 |
| GO:0071215 | P | cellular response to abscisic acid stimulus | 0.0076 |
| GO:0010556 | P | regulation of macromolecule biosynthetic process | 0.0082 |
| GO:0080090 | P | regulation of primary metabolic process | 0.0086 |
| GO:0010035 | P | response to inorganic substance | 0.0086 |
| GO:0009737 | P | response to abscisic acid stimulus | 0.0086 |
| GO:0019219 | P | regulation of nucleobase, nucleoside, nucleotide and nucleic acid metabolic process | 0.0086 |
| GO:0009416 | P | response to light stimulus | 0.0089 |

**Histogram of Gene Ontology (GO) enriched for differential expression unigenes.** (A) Ck vs Cold, (B) Ck vs. Drought and (C) Cold vs. Drought. The X-axis represents the GO subcategories, and the Y-axis (-log10 FDR value) shows he degree of significant enrichment.

A

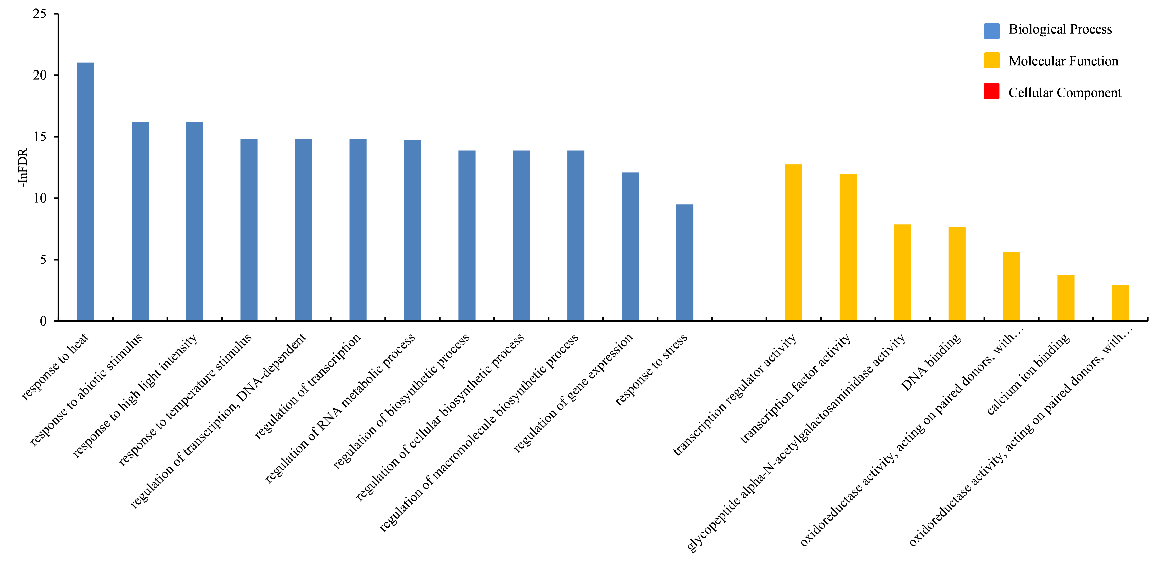

B

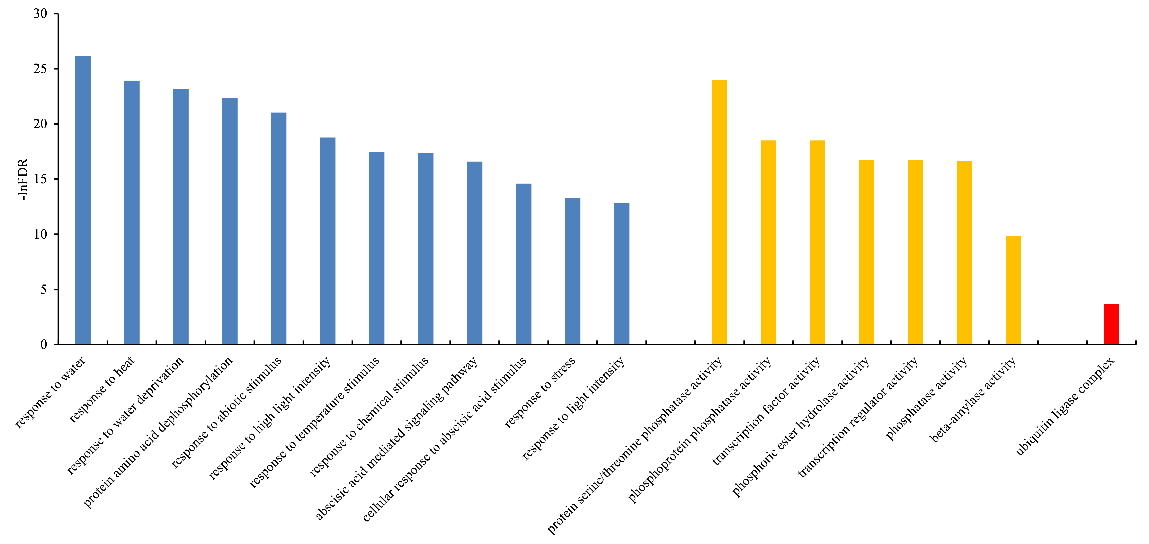

C

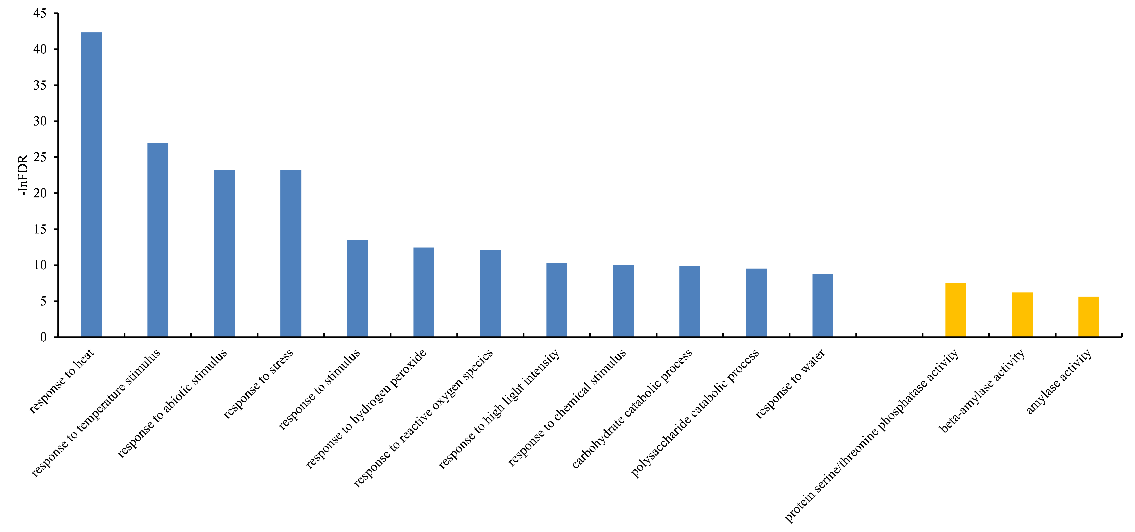

**Supplement:** Supplemental File 6 — Primers used in qRT-PCR.

# Supplementary material for: RNA-seq Analysis of Cold and Drought Responsive Transcriptomes of Zea mays ssp. mexicana L
**Source:** Front Plant Sci. 2017 Feb 7;8:136. doi: 10.3389/fpls.2017.00136
**Supplement:** Supplemental File 7 — GO enrichment analysis and classify of DEGs.

**Supplemental file 6. Primers used in qRT-PCR.**

| **Unigene ID** | **Primers** | **Description** |
| --- | --- | --- |
| c52482_g3 | F:TCACGAACGGCTTCAGGTAG | protein phosphatase 2C 3 [Arabidopsis thaliana]/uncharacterized [Zea mays] |
|  | R:TGCCTGCGTCGTTCTAATCA |  |
| c61291_g1 | F:TCCGTATCCATCCTTGTCCCT | PREDICTED: probable calcium-binding protein CML16 [Zea mays] |
|  | R:AGTATTTGCTGGGGTGGCAG |  |
| c59856_g7 | F:ACGGCGAAGAACCGGATAAG | heat shock factor protein HSF30 [Zea mays] |
|  | R:AAAAGAAGGCAAACCACACGG |  |
| c57152_g1 | F:TATTTCTTACCAATGTCGTCCCCAC | PREDICTED: transcription factor FER-LIKE IRON DEFICIENCY-INDUCED TRANSCRIPTION FACTOR-like [Zea mays] |
|  | R:TCACGTGCGCCATCTCTC |  |
| c51372_g1 | F:GGGCCAGCCTAACACGAA | PREDICTED: CBL-interacting serine/threonine-protein kinase 11 isoform X1 [Zea mays] |
|  | R:CAACAATAAACGGGTCGGCA |  |
| c54045_g1 | F:TGGAATGGAAGCGCAGACAC | PREDICTED: putative MYB DNA-binding domain superfamily protein isoform X1 [Zea mays] |
|  | R:TTCATCCGTGGCTTTGCCTA |  |
| c57309_g1 | F:AGAACAAGAATTGCCCACGC | PREDICTED: E3 ubiquitin-protein ligase EL5-like [Zea mays] |
|  | R:ACCTGCCAAGGATTTAGACGG |  |
| c54089_g2 | F:TCGTCCAGCTTTAGCCCTTC | heat shock protein 82 [Zea mays] |
|  | R:GGCTACGAGGTGCTGTTCAT |  |
| c56552_g1 | F:TCGTCTGGGGTTTCGTTTGA | PREDICTED: 17.0 kDa class II heat shock protein [Zea mays] |
|  | R:ACGTGGCATAACATGTCTCCTT |  |
| c58118_g1 | F:CGTATGGATAGGGCGTGAGG | PREDICTED: photosystem I reaction center subunit N, chloroplastic-like [Zea mays] |
|  | R:GCAGACAGCCTAAGCAAGCA |  |
| c58084_g2 | F:GGACAAGGAGCGACTCTAAGC | PREDICTED: probable protein phosphatase 2C 37 [Zea mays] |
|  | R:CAGAGACACAGGTAGCCACG |  |
| c60754_g2 | F:ACGTGTGGTGGATTCATGGT | homeobox-leucine zipper protein ATHB-6 [Zea mays] |
|  | R:TCTGTTTCCCGTCGATCCCT |  |

How the deposited data were processed for this re-analysis (not part of the article)

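The study measured gene expression in teosinte seedlings with 2 libraries for each of 3 conditions: control, cold at 4°C for 12 h and drought imposed with 20% PEG2000 for 3 h. The authors trimmed and filtered the reads, merged them over all samples, assembled them with Trinity, mapped the read pairs of each sample to the assembly with Bowtie, estimated the reads of each unigene with RSEM, and deposited the FPKM values of 184280 unigenes in the 6 libraries, rounded to 2 decimals. The values are per kilobase of unigene and scaled to the mapped fragments of each library, with no further scaling between libraries. Column names give the condition and the replicate number, and the numbers of unigenes at FPKM of at least 1 were checked against the paper's and were the same in all 6 libraries. The sums of FPKM per library lay between 967046 and 993409. Reads were not used here, so no alignment, assembly or count model was run.

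All fits used log2(FPKM + 1) in limma 3.58.1 under R 4.3.3, with 1 fit of the 6 libraries, 3 comparisons (cold against control, drought against control, drought against cold) and an empirical Bayes variance with a mean-variance trend. The fit had 3 residual and 2.86 prior degrees of freedom. The 38768 unigenes with a mean FPKM of at least 1 over the 6 libraries were tested, and p was adjusted over them after Benjamini and Hochberg in each comparison. DEGs had an absolute log2 fold change of at least 2 and an adjusted p under 0.005, as in the paper's results. The paper's methods give a 2-fold change instead, which was run as an alternative. Tables and figures were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Errors are SD of 2 libraries, and standard errors of fold changes come from limma. The procedure was tested on simulated data with 38768 unigenes and 2 libraries per group: of 200 unigenes with a control FPKM of at least 5 whose FPKM was changed by 3 log2 units, 192 changed by at least 2 on the log2(FPKM + 1) scale, 166 were called, 0 with the wrong sign, and 0 unchanged unigenes were called. Changes in unigenes of lower FPKM were not simulated.

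The genes reported are every unigene that the paper names by its identifier in the text, the legends or the primer table (76 unigenes, of which 4 lay under the filter and are given as library values), and for each comparison the 2 unigenes with the largest increase and the 2 with the largest decrease among DEGs whose libraries did not overlap between the groups. A unigene at 0 in both libraries of a group is given as listed at 0, without a fold change. Counts adjusted over a list alone use the p of the same fit and the tested unigenes of that list. The paper chose these lists on the same libraries, so such an adjustment leaves out that choice and is lenient. Depth was judged from the clean reads in the supplement and from low FPKM values. At 2 decimals an FPKM under 0.05 carries 1 digit, and fold changes of unigenes near 0 depend on the pseudocount.

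Cold and drought share the control libraries, so the overlap past the fold threshold and the correlation of their fold changes were also computed in 100 simulated draws of unchanged groups against the real control libraries, with the residual spread of the fit. The alternatives tried were a pseudocount of 0.1, no filter on low FPKM, a filter of FPKM of at least 1 in 2 or more libraries, median-of-ratios scaling (over the 26362 unigenes at FPKM of at least 1 in all libraries), quantile normalization, a separate fit of the 4 libraries of each comparison, the replicate number as a block, no mean-variance trend, a threshold of 1 on the absolute log2 fold change, an adjusted p under 0.05 and, for values without a test, leaving out each library in turn. Further alternatives were FPKM thresholds of 0.5 and 2 for expressed unigenes, separate control libraries for the correlation, and DEGs against the control alone for the distribution of FPKM. Most supplementary tables are held here in part: 1366 of the paper's 2232 up-regulated cold DEGs, 1999 of the paper's 60583 unigenes with a maize hit and 959 of the paper's 28382 with GO terms. The part with up-regulated cold DEGs was used to describe their FPKM values, and no overlap of DEG lists with the supplement and no GO enrichment was computed. The qRT-PCR measurements were not analysed here. Unigenes listed under response to heat in the supplement were chosen by the authors on these libraries and are not independent evidence.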

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

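The tests of the unigenes listed under response to heat were chosen after their values were seen, as was the comparison of unigenes under FPKM 1 in the control, and the other tests of the unigenes unlike maize before.

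Unigenes whose best hit is a green alga, which the paper does not discuss, were detected in more number in cold-1 than in any other library. In the part of the annotation table held here, 159 unigenes have such a hit. At FPKM of at least 1 there were 8 of them in control-1, 2 in control-2, 39 in cold-1, 18 in cold-2, 13 in drought-1 and 7 in drought-2. Their summed FPKM was 98.4 in cold-1, 43.6 in cold-2, 42.0 in drought-1, 21.0 in drought-2 and 25.3 and 14.6 in the control libraries, and 1 of them passed the filter of the tests. In the part of the maize comparison held here, the unigenes with a maize hit under 70% identity at FPKM of at least 1 numbered 250 in cold-1, 173 in cold-2, 166 in drought-1, 112 in drought-2 and 120 in each control library. Relative to the control mean, cold-1 had 2.08 times as many of these, and 2.46 times with a limit of 60% in place of 70%. Unigenes with at least 95% identity are no measure to set beside this, since 523 and 516 of 629 were already at FPKM of at least 1 in the control libraries and the number has little room to rise.

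Cold-1 has more unigenes at FPKM of at least 1 than any other library. Scaling of the FPKM values does not remove this excess, since after median-of-ratios scaling cold-1 had 59995 and cold-2 52157 such unigenes. RNA of another organism stays open. Among unigenes with a maize hit under 70% identity and FPKM under 1 in both control libraries, 19.8% were at FPKM of at least 1 in cold-1, 11.7% in cold-2, 10.3% in drought-1 and 3.68% in drought-2. Those with at least 95% identity, 86 unigenes, showed no such excess in cold-1 (22.1%, 22.1%, 26.7% and 23.3%), as RNA of another organism would have it. But relative to cold-2, the number in cold-1 was 1.70 under 70% identity and 2.24 for green algal best hits. For best hits in Zea, the genus of teosinte, it was also 2.20 (22 against 10 of 185), which RNA of another organism would not raise. Drought-2 had 14 of these. Over all Zea best hits the number in cold-1 was 1.29 times the control mean, against 7.8 times for green algal best hits. These values point both ways and do not decide. A response of teosinte to cold stays open as well, but it would not by itself make the cold replicates differ. A higher depth of cold-1 stays open in part. By low FPKM values its depth was 0.960 times that of control-2. The clean reads of the supplement gave 0.927, or 1.006 with its control and cold lines exchanged. Drought-1 had 1.006 times the depth of cold-1, and 1.09 times by clean reads (0.973 exchanged). Control-2 and drought-1 had 42849 and 47327 unigenes at FPKM of at least 1, against 55928 in cold-1. This argues against depth as the cause of the excess over these libraries. By low FPKM values cold-1 had 1.098 times the depth of control-1, while cold-2 had 0.964 times and drought-2 0.869 times that of cold-1. Depth thus stays open for the excess over control-1, cold-2 and drought-2, and the measure can hide a difference in depth. The reads were not mapped to other genomes here, so the organism was not tested.

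The unigenes listed under response to heat went in opposite directions in the 2 treatments: 15 of 27 were lower in the cold and higher in the drought than in the control, and in all 15 the difference between drought and cold passed both thresholds. Of the 15, 13 were DEGs in the cold and 5 in the drought. Over the 27, the median log2 fold change was -2.21 in the cold, 1.08 in the drought and 3.07 in drought against cold. The paper has this term enriched under both treatments, and the values here add the direction of the listed unigenes. After median-of-ratios scaling the number was again 15, and it was 13 with the separate fit and 6 without a filter on low FPKM. Reads that move between near-identical unigenes would leave the sum of their assembly component unchanged, and this decides nothing for the 8 of the 15 that are alone in their component. Of the other 7, the component was lower in both cold libraries than in both control libraries for 5 and not for 2. For the 5, this argues against shared reads as the cause of the fall in the cold. For all 7, the component was higher in both drought libraries than in both control libraries, which argues against shared reads as the cause of the rise in the drought. Near-identical unigenes in other components were not tested. The list holds unigenes that the authors called in the cold on these libraries, in either direction, so that they change in the cold is no evidence of its own. A response to the treatments themselves stays open and was not tested, and the length and the kind of treatment were not varied apart. Conditions of the seedlings that no label gives, such as handling or time of day, were not tested.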

How the results depend on the processing

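The alternatives named here were set before the data were examined, apart from the ratio of mean FPKM without a pseudocount, which was added after the values were seen, and no tests below were chosen after their result was seen.

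With the settings used in the text there were 838 DEGs higher and 432 lower in the cold, 281 higher and 23 lower in the drought, and 726 higher and 701 lower in drought against cold, and the shared DEGs numbered 90 (74 in the same and 16 in opposite directions). Without a filter on low FPKM there were 0 DEGs higher and 0 lower in the cold, 0 higher and 0 lower in the drought, and 43 higher and 3 lower in drought against cold, and no shared DEGs. At an unadjusted p under 0.05 and past the fold threshold, that fit counted 1265 higher and 627 lower in the cold and 583 higher and 127 lower in the drought. The filter of FPKM of at least 1 in 2 or more libraries left 425 DEGs higher and 208 lower in the cold, 86 higher and 4 lower in the drought, and 447 higher and 374 lower in drought against cold, with 28 (23 in the same and 5 in opposite directions) shared. Of the cold DEGs of the text, 629 were called under this filter, in the same direction, and of the drought DEGs 90. When each comparison was fitted on its own 4 libraries there were 0 DEGs higher and 0 lower in the cold, 0 higher and 0 lower in the drought, and 337 higher and 205 lower in drought against cold, with none shared. The unadjusted counts of that fit were 1264 higher and 638 lower in the cold and 585 higher and 125 lower in the drought. In both of the fits without DEGs against the control, no unigene reached an adjusted p under 0.005 there at any fold change. At an adjusted p under 0.05, 8385 differed in the cold and 542 in the drought without a filter. With the separate fit 12807 and 2010 did. The cause of the losses was not tested.

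Looser thresholds raised the counts by construction. The threshold of 1 on the absolute log2 fold change gave 1669 DEGs higher and 1565 lower in the cold, 417 higher and 68 lower in the drought, and 2130 higher and 1438 lower in drought against cold, and 207 (177 in the same and 30 in opposite directions) shared DEGs. An adjusted p under 0.05 gave 1238 DEGs higher and 619 lower in the cold, 545 higher and 104 lower in the drought, and 946 higher and 1048 lower in drought against cold, and 182 (163 in the same and 19 in opposite directions) shared. Without a mean-variance trend the fit gave 686 DEGs higher and 302 lower in the cold, 143 higher and 13 lower in the drought, and 564 higher and 566 lower in drought against cold, with 39 (32 in the same and 7 in opposite directions) shared, and 960 cold and 145 drought DEGs of the text were among them. In all of these the cold DEGs outnumbered the drought DEGs.

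GEO's labels give the groups the same replicate numbers, so the replicate number was entered as a replicate block. This gave 521 DEGs higher and 291 lower in the cold, 158 higher and 9 lower in the drought, and 533 higher and 393 lower in drought against cold, with 52 (44 in the same and 8 in opposite directions) shared. Nothing in the study says that libraries with the same number were handled together, and across unigenes the deviations of replicate 1 from the group mean correlated by -0.0322 between control and cold, -0.0113 between control and drought and 0.0392 between cold and drought. Of 115 log2 fold changes of single unigenes in the text, 12 were no longer called with the block and 1 was newly called. The block takes degrees of freedom from the fit.

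Scaling moved the split between higher and lower. The median-of-ratios factors were 1.05 and 1.06 in the control, 0.910 and 0.893 in the cold and 1.04 and 1.09 in the drought. They shifted the median log2 fold change of all tested unigenes in the cold from -0.18 to 0.00. With this scaling there were 1075 DEGs higher and 299 lower in the cold, 246 higher and 23 lower in the drought, and 529 higher and 942 lower in drought against cold, with 86 (76 in the same and 10 in opposite directions) shared. The share of cold DEGs that were higher was 66.0% as deposited, 78.2% with this scaling, 71.8% with quantile normalization, 54.3% with a pseudocount of 0.1 and 51.6% with the fold threshold of 1. In drought against cold it was 50.9%, 36.0%, 41.1%, 60.8% and 59.7%, so which side was in the majority depended on the scaling. Without a filter it was 93.5%, and with the separate fit 62.2%.

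By the fold threshold alone, 1311 unigenes were higher and 657 lower in the cold, and 620 and 148 in the drought. A pseudocount of 0.1 gave 3099 and 2738 in the cold and 1709 and 927 in the drought, because it lets unigenes near 0 pass. With each library left out in turn, the counts ran from 1408 to 1663 higher and from 746 to 837 lower in the cold, and from 675 to 865 higher and from 217 to 265 lower in the drought. The last of these counts was 246 without drought-2, 231 without control-1 and 265 without control-2, each more than 1.5 times the count with all libraries. A single library has a larger spread than a mean of 2, so more unigenes pass by construction.

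For the log2 fold changes of single unigenes in the text, a pseudocount of 0.1 took 7 of 115 out of the DEGs and brought 3 in, median-of-ratios scaling 5 and 4 and quantile normalization 3 and 0. The fit without a trend took 14 out, the filter of 2 or more libraries 26 of 118, no filter 66 of 119 and the separate fit 65 of 115. No planned fit with all libraries changed a direction. Leaving out 1 library changed 4 of 476 values in sign: c58084_g2 in the cold was -0.0581 without control-1 (with all libraries 0.13, range up to 0.32), c13919_g1 in the cold was -0.10 without cold-1 and -0.49 without control-1 (with all libraries 0.02, range up to 0.53), and c58118_g1 in the drought was 0.0454 without drought-2 (with all libraries -1.23, range down to -2.50). A further 2 values moved by more than the replicate spread without a change of sign. Without a pseudocount, on the scale added after the values were seen, 68 of 119 values moved by more than that spread, and the sign changed in c13919_g1 in the cold alone, to -0.0773.

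The number of expressed unigenes depended on the threshold. For cold-1 it was 55928 at FPKM of at least 1, 85057 at 0.5 and 32914 at 2. At the threshold of 2, cold-2 had 31093 and drought-1 31359, so drought-1 was then above cold-2, which had 48945 against 47327 at the threshold of 1. Cold-1 had the most unigenes at all 3 thresholds. For the DEGs against the control alone, the median log10(FPKM + 1) was 0.789 and 0.791 in the control libraries, 1.06 and 1.04 in the cold libraries and 1.03 and 1.06 in the drought libraries. The correlation of the cold and drought log2 fold changes was 0.309 with the shared control. Unchanged groups give 0.505, but they hold noise alone, so the 2 values cannot be judged against each other. In the data the correlation was 0.182 and 0.171 with separate controls. Over the 8 versions with single libraries it was 0.128 to 0.189, and with a pseudocount of 0.1 it was 0.327.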

Differences from the paper's values

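No test was chosen for this part after the results were seen. Counts are set beside the paper's as different where the larger is more than 1.5 times the smaller, and an alternative closes a gap where it is not. The paper's counts come from DESeq2, which was not used here, and its methods text gives a 2-fold change where its results text gives an absolute log2 change of 2.

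There were 2051 DEGs in any comparison against the paper's 5338, and of the alternatives set before the data were examined the threshold of 1 on the absolute log2 fold change closed the gap (4886) and the other 9 did not. For cold against control there were 1270 DEGs against the paper's 3049, where the threshold of 1 closed the gap (3234) and the others did not. The higher ones numbered 838 against the paper's 2232, closed by the same alternative alone (1669). The lower ones numbered 432 against the paper's 817, closed by a pseudocount of 0.1 (635) and an adjusted p under 0.05 (619) and by no other. In the drought there were 304 DEGs against the paper's 614, closed by the threshold of 1 (485) and by an adjusted p under 0.05 (649) and by no other. These alternatives, and no others, also closed the gap for the 281 higher against the paper's 532 (417 and 545), the 23 lower against the paper's 82 (68 and 104) and the 1427 of drought against cold against the paper's 2514 (3568 and 1994). Of these last, 701 were lower in the drought, against the paper's about 1500 in Fig. 2C, read by eye, closed by the same alternatives (1438 and 1048) and no others.

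The drought DEGs were 23.9% of the cold DEGs, against the paper's 15%. The paper's own counts of 614 and 3049 give 20.1%, which is within 1.5 times of 23.9%, so this gap is to the stated percentage and not to the percentage from those counts. All of the alternatives set before the data were examined closed the gap to 15% (15.0% with the threshold of 1, 14.2% with the filter of 2 or more libraries, 15.8% without a trend, 18.2% with a pseudocount of 0.1, 19.6% with median-of-ratios scaling, 21.6% with quantile normalization, and also with the replicate number as a block), except the adjusted p under 0.05 (34.9%) and those without DEGs in the cold (no filter, separate fit). Shared by cold and drought were 90 DEGs against the paper's 194, closed by the threshold of 1 (207) and by an adjusted p under 0.05 (182), as were the 74 in the same direction against the paper's 179 (177 and 163) and the 65 higher in both against the paper's 152 (157 and 120), each by these and no others. The 9 lower in both against the paper's 27 and the 1180 cold-only DEGs against the paper's 2855 were closed by the threshold of 1 alone (20 and 3027), and the 214 drought-only DEGs against the paper's 420 by an adjusted p under 0.05 alone (467).

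Single unigenes were set beside the supplement as log2 ratios of mean FPKM without a pseudocount, a scale chosen after seeing the values. Of 50 such ratios in the cold, none had another sign than the paper's, and 13 differed by more than the larger of the replicate spread and the supplement's standard error: -5.46 against the paper's -4.91 in c60986_g3, -5.26 against the paper's -3.49 in c54684_g2, 1.44 against the paper's 2.12 in c62415_g1, 5.18 against the paper's 3.84 in c45827_g1, 1.09 against the paper's 2.42 in c61581_g3, 3.77 against the paper's 3.50 in c59299_g1, 1.86 against the paper's 2.14 in c59902_g1, 1.25 against the paper's 2.06 in c56755_g1, 5.98 against the paper's 4.62 in c61291_g1, 3.24 against the paper's 4.76 in c51992_g7, 1.97 against the paper's 2.53 in c53036_g1, 6.58 against the paper's 4.67 in c14147_g1 and 2.21 against the paper's 2.38 in c62016_g1. Of the alternatives set before the data were examined, a pseudocount of 0.1 closed the gap for c60986_g3 (-5.13), c54684_g2 (-4.10), c59299_g1 (3.70), c45827_g1 (3.67) and c14147_g1 (4.11), median-of-ratios scaling on log2(FPKM + 1) for c59299_g1 (3.38), c59902_g1 (2.07), c61291_g1 (4.12) and c62016_g1 (2.37), and quantile normalization for c59299_g1 (3.26) and c61291_g1 (4.06). The log2(FPKM + 1) scale of the text also closed it for c61291_g1 (3.97). For the others none of them did. The unigenes c45827_g1 and c14147_g1 lie under the filter, so their values are differences of group means without a fit, and quantile normalization was not run on them.

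Of 11 ratios in the drought set beside Fig. 3, 4 differed. In c61291_g1 the ratio was 6.36 against the paper's about 3.6 in Fig. 3, read by eye, and no alternative closed the gap. In c54045_g1 it was 4.06 against the paper's about 2.3 in Fig. 3, read by eye, closed by median-of-ratios scaling (1.97), quantile normalization (1.94) and the log2(FPKM + 1) scale (2.02). In c58084_g2 it was 7.11 against the paper's about 5.7 in Fig. 3, read by eye, closed by the same settings (5.19, 5.18 and 5.26). In c59856_g7 it was 3.098 against the paper's about 2.9 in Fig. 3, read by eye, and no alternative closed the gap.

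The paper has all 7 gibberellin unigenes up in the cold, while c47232_g1 (-2.63) and c56760_g2 (-2.43) were down under every alternative, and c49254_g1, at 1.44 (adjusted p = 0.0991), was called under none. It has 4 PP2C unigenes up when the treatments are compared directly, while here c62830_g2 went the other way from the others (-0.86 in drought against cold), and the threshold of 1 on the absolute log2 fold change called c57868_g1 alone. It ranks the cold above the drought in the number of unigenes with high FPKM, without a threshold in that sentence. At FPKM of at least 1 the order here was the same (52436.5 in the cold against 45603). At FPKM of at least 100 the drought mean was the higher one as deposited (1539.5 against 1496 in the cold). After median-of-ratios scaling the cold mean was the higher one there too. It places c50928_g2 among the most up-regulated shared DEGs, while here it was called with a pseudocount of 0.1 and with an adjusted p under 0.05 and not otherwise. It places c55190_g2 among the most down-regulated shared DEGs, while here its adjusted p of 0.00892 in the drought missed the threshold. It has 3 DREB unigenes induced by both treatments, of which c49699_g2 in the cold, at 1.77 (adjusted p = 0.0130), and c49699_g1 in the drought, at 1.67 (adjusted p = 0.0624), were called under no setting.

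Other unigenes that the paper names as DEGs and that were not called in the text were called under some settings. The threshold of 1 on the absolute log2 fold change called c54684_g2, c57868_g1, c62415_g1, c59902_g1, c63899_g2, c53036_g1 and c33506_g1 in the cold and c56800_g1 in the drought. Median-of-ratios scaling called c57868_g1, c59902_g1, c63899_g2 and c53036_g1 in the cold, a pseudocount of 0.1 called c54684_g2, and the block called c48928_g1 in the cold. An adjusted p under 0.05 called c60421_g1, c58118_g1, c48928_g1 and c49699_g1 in the cold and c49699_g2, c55715_g7, c57232_g3, c52045_g1, c57152_g1, c54089_g2, c48928_g1, c51992_g7, c48755_g1 and c57018_g4 in the drought. No setting called c61581_g3, c56755_g1, c54045_g1 or c57228_g1 in the cold, or c57232_g1, c54045_g1, c57309_g1 and c58118_g1 in the drought.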

Other observations

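The test of the library labels was chosen before its result was seen, though the way of reading the depth was refined after the first values. The counts of unigenes at 0 were described after they were seen, without a test.

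The read totals of control and cold stand the other way round in the paper's text and in its supplement. Summed over samples and the 2 entries of each, the supplement gives 141732126 clean reads for the control and 136233336 for the cold. The relative depths read from low FPKM values were set beside both versions over 15 pairs of libraries. With the supplement as listed, the root mean square difference was 0.165 log2 units and the largest difference 23.2%. With the control and cold lines exchanged these were 0.0671 and 9.29%. For control-2 relative to control-1 the depth was 1.14, while the clean reads of the supplement give 0.961 as listed and 1.12 exchanged. An exchange of the control and cold lines in the supplement's read table is therefore a candidate explanation. The same values would arise if the control and cold libraries themselves were exchanged in the expression table, but then the unigenes that the paper calls up in the cold would be down, and 1365 of the 1366 in the part held here were above both control libraries in both cold libraries, as the columns are named. An exchange made before the expression table and the DEG tables were written would leave those in step, but not qRT-PCR on RNA of other seedlings. The paper reports that this bore out most of the cold DEGs it tested, which argues against such an exchange, though the qRT-PCR values were not analysed here. On simulated reads the depth measure failed for 2 of 7 ratios at 36000000 fragments, by returning values near 1, and for 4 at 60000000, so a ratio near 1 carries less weight than the others. Mapped and clean reads are not the same, and the share of reads that mapped was not used here. No biological explanation was tested.

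Some unigenes were listed at 0 in a whole group and well above 0 in the control. At 0 in both cold libraries and at FPKM of at least 5 in both control libraries there were 15 unigenes, for the drought 11, and 4 were at 0 in all 4 stressed libraries. Between replicates, 142 to 249 unigenes were at 0 in 1 library and at FPKM of at least 5 in the other, and between libraries of different groups 197 to 570. No explanation was tested.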
